# Lasting effects of early exposure to temperature on the gonadal transcriptome at the time of sex differentiation in the European sea bass, a fish with mixed genetic and environmental sex determination

**DOI:** 10.1186/s12864-015-1862-0

**Published:** 2015-09-04

**Authors:** Noelia Díaz, Francesc Piferrer

**Keywords:** Gonadal development, Temperature, Epigenetics, Sex ratio

## Abstract

**Background:**

Sex in fish is plastic and in several species can be influenced by environmental factors. In sensitive species, elevated temperatures have a masculinizing effect. Previous studies on the effects of temperature on gene expression have been restricted to a few cognate genes, mostly related to testis or ovarian development, and analyzed in gonads once they had completed the process of sex differentiation. However, studies on the effect of temperature at the whole gonadal transcriptomic level are scarce in fish and, in addition, temperature effects at the time of sex differentiation at the transcriptomic level are also unknown. Here, we used the European sea bass, a gonochoristic teleost with a polygenic sex determination system influenced by temperature, and exposed larvae to elevated temperature during the period of early gonad formation. Transcriptomic analysis of the gonads was carried out about three months after the end of temperature exposure, shortly after the beginning of the process of sex differentiation.

**Results:**

Elevated temperature doubled the number of males with respect to untreated controls. Transcriptomic analysis of early differentiating female gonads showed how heat caused: 1) an up-regulation of genes related to cholesterol transport (*star*), the stress response (*nr3c1*) and testis differentiation (*amh*, *dmrt*, etc.), 2) a decrease in the expression of genes related to ovarian differentiation such as *cyp19a1a*, and 3) an increase in the expression of several genes related to epigenetic regulatory mechanisms (*hdac11*, *dicer1*, *ehmt2*, *jarid2a*, *pcgf2*, *suz12*, *mettl22*).

**Conclusions:**

Taken together, the results of this study contribute to the understanding of how the early environment sets permanent changes that result in long-lasting consequences, in this case in the sexual phenotype. Results also show the usefulness of comparing the effects of heat on the behavior of cognate genes related to sex differentiation as well as that of genes involved in establishing and maintaining cell identity through epigenetic mechanisms.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1862-0) contains supplementary material, which is available to authorized users.

## Background

Identifying environmental cues and their perception and transduction mechanisms is a central focus of research in developmental biology within an ecological context [1]. Changes in environmental variables can have profound influences on differentiation, growth and reproduction in many organisms [2]. Temperature is the main abiotic factor that affects many biological functions at different levels of organization by changing the rates of chemical reactions and physiological processes, or by changing the three-dimensional shapes of biomolecules [3, 4].

Fish exhibit enormous diversity in their morphology, in habitat occupancy, and in their biology [5]. This diversity is also remarkable as regards to their reproductive strategies including sex determination and differentiation [6], two processes that contribute to the establishment of the sex ratio, a crucial parameter for population viability and for the continuation of all species with sexual reproduction. The sex ratio can be affected by environmental factors, mainly by temperature [7]. Among vertebrates with genetic sex determination (GSD) master sex determining genes are not conserved and eight genes with such a function have been identified so far: *Sry* in mammals, *DMRT-1* in birds, *DM-W* in *Xenopus laevis*, and *dmy*, *amhr2*, *amhy*, *sdy* and *gsdf* in fish [8, 9]. On the other hand, genes involved in the sex differentiation process (SD; [10, 11]) are fairly conserved in structure and dimorphic expression from fish to mammals [12].

Genes involved in testis differentiation include *dmrt1, dax1, sox9, arb, amh, cyp11b* [13–17], *sox9a2, tbx1a and tbx1b* [18]; whereas genes involved in ovarian differentiation include *cyp19a1a, foxl2, er, fst* [19–21, 17], *hsd3b* and *star* [18]. However, the order of expression and interactions among these genes may change between groups [22] or depending on environmental conditions [23]. In any case, estrogens are essential for proper ovarian differentiation in all non-mammalian vertebrates [24]. Thus, *cyp19a1a,* the gene that codes for aromatase, the enzyme that catalyzes the irreversible conversion of androgens into estrogens, is a major player in vertebrate SD and crucial for the establishment of the sex ratio. Aromatase gene expression is susceptible to environmental temperature influences. Therefore, and regardless of the sex ratio response pattern to temperature [25, 26], in reptiles and fish, the two types of vertebrates with temperature-dependent sex determination (TSD), the effects of environmental temperature on sex ratios are mediated by changes in *cyp19a1a* expression. In all fish species analyzed so far [26] more males are produced with increasing temperatures and *cyp19a1a* is always inhibited at male-producing temperatures and stimulated at female-producing temperatures [27], In general, elevated temperatures increase the expression of male-related genes such as *amh, dmrt1* or *arb* after the SD period, while decreasing the expression of female-related genes in addition to *cyp19a1a*, such as *esr1, esr2, erb1, fshr* or *foxl2* (see Additional file 1: Table S1 for a summary on general thermal effects on gene expression).

Effects of temperature on fish sex ratios are more pronounced if animals are exposed to elevated temperatures during early development. However, the number of genes known to be affected is limited and the metabolic and signaling pathways affected are essentially unknown. In this regard, several studies have explored the effects of cold and cold acclimation [2, 28] but focusing on tissues other than the gonads, such as liver, skeletal white muscle and gills [29–39]; brain [32, 39, 40] or heart [29, 32, 41]. Unfortunately, comparative transcriptomic studies on the effect of heat on the gonads are essentially limited to just one study with the pejerrey, *Odontesthes bonariensis*, a fish with TSD (Additional file 1: Table S1), and carried out on juvenile or adult mature gonads, not with differentiating gonads. Thus, it is difficult to ascertain whether observed altered patterns of gene expression are the cause or the consequence of a given gonadal phenotype resulting from exposure to elevated temperature.

The European sea bass is a eurythermal marine teleost able to live between 8 and 27 °C and a gonochoristic species with a polygenic system of sex determination [42], where genetics and temperature contribute essentially equally to sex ratios [43]. Recent studies in the sea bass have shown that *cyp19a1a* and *cyp11b* are good markers of female and male sex differentiation, respectively [17]. In all fish species studied so far, high temperatures cause masculinization. This is also the case of the European sea bass, where elevated temperatures during the thermosensitive period (TSP), which is located 0–60 dph, result in masculinization of about 50 % of the fish that otherwise, under more natural temperatures, would have developed into females, as assessed by sex ratio analysis [44–48]. Recently, we discovered that the effects of early temperature include hypermethylation of the *cyp19a1a* promoter in one-year-old juvenile females, with concomitant suppression of *cyp19a1a* expression and resulting in male instead of female development, the first evidence of an epigenetic link between environmental temperature and sex ratios in vertebrates [49].

We were interested in understanding the underlying mechanisms responsible for this masculinization at the time when the differentiating gonad is being affected. Therefore, instead of sampling one-year-old juveniles, as done before by us and others, in which gonads have already completed the process of sex differentiation, and where it is difficult to ascertain whether observed transcriptomic profiles and epigenetic changes are the cause or the consequence of that process, we sampled fish at 170 dph, i.e., 110 days after the end of temperature treatment but shortly after the start of sex differentiation (150 dph). Thus, the objective was to gain a better understanding of the genes and the pathways involved in sex differentiation that are directly affected by temperature at the time of sex differentiation.

## Results

### Growth, body indices and sex ratios

Because of the differences in rearing temperature between 20 and 60 dph, fish from the HT group were significantly (*P* < 0.05) larger than those of the LT group at 170 dph in both SL and BW (Table 1). Growth differences between groups had disappeared by 332 dph. Sexual growth dimorphism, in favor of females (*P* < 0.01), was present only in the LT group (Table 2). As observed in our previous studies survival was unrelated to temperature treatment (the difference between low and high temperature was only of 4 °C and both temperatures were within the range of natural temperature experienced by the European sea bass in the wild). Survival was ~60 % to the end of the larval stage and ~90 % thereafter.

**Table 1:** Growth of European sea bass juveniles at 170 days post hatch, classified according to treatment and *cyp19a1a* expression levels, as shown in Fig. 1a

		Low *cyp19a1a* expressors			High *cyp19a1a* expressors	
Treatment	N	Length (cm)	Weight (g)	N	Length (cm)	Weight (g)
LT	10	9.25 ± 0.196^a^	13.16 ± 0.967^a^	6	9.33 ± 0.061^a^	13.53 ± 0.581^a^
HT	9	9.86 ± 0.109^b^	17.41 ± 0.877^b^	7	10.28 ± 0.495^b^	19.35 ± 2.955^b^

Data as mean ± SEM

LT low temperature, HT high temperature, N sample size

Different letters indicate significant (*P* < 0.05) differences between treatments

**Table 2:** Growth of European sea bass juveniles at 332 days post hatch, classified according to treatment and sex

		Females			Males	
Treatment	N	Length (cm)	Weight (g)	N	Length (cm)	Weight (g)
LT	40	12.45 ± 0.180^a**^	33.16 ± 1.560^a**^	26	11.66 ± 0.223^a^	27.22 ± 1.867^a^
HT	16	12.22 ± 0.171^a^	33.38 ± 3.044^a^	60	12.36 ± 0.171^a^	33.79 ± 1.544^a^

Data as mean ± SEM

LT low temperature, HT high temperature, N sample size

The same superscript a indicates lack of significant (*P* > 0.05) differences between treatments. Asterisks indicate statistical differences (*P* < 0.01) between females and males within the same treatment group, i.e., sexual growth dimorphism

At 170 dph, from each temperature group we randomly sampled 20 fish (total 40 fish). However, since, as stated above, elevated temperature results in masculinization of some females, within the randomly selected fish we choose for microarray analysis, in each group, 5 fish with high *cyp19a1a* levels, which are typically associated with female development, and for this we used a previously validated clustering method based on *cyp19a1a* qRT-PCR expression levels (Fig. 1a). One-way ANOVA showed statistical differences due to the expression levels, temperature treatment and their interaction (*P* < 0.001). Thus, in the LT or control group, fish with high *cyp19a1a* levels undoubtedly represented developing females, whereas in the HT group fish with high *cyp19a1a* levels (but lower than the ones in the control group) also represented females that had been subjected to elevated temperature. It is important to state that despite overall differences in the sampled fish (Table 1) there were no differences in SL or BW between the 5 fish selected from the two groups for microarray analysis. Thus, the observed transcriptomic differences between HT and LT fish (see below) were due to temperature and not to size-related differences in gonadal development.

**Fig. 1:**
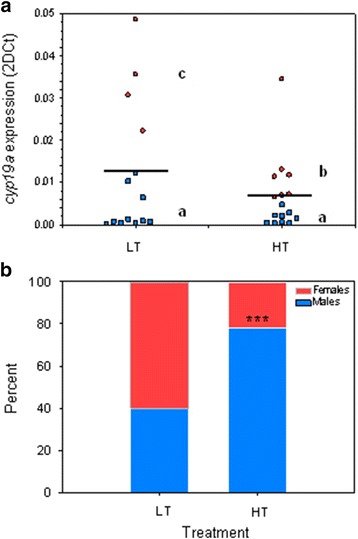
**a** Individual gonadal aromatase (*cyp19a1a*) expression levels (2DCt) as assessed by qRT-PCR in the low (LT; *N* = 16) and high (HT; *N* = 16) temperature groups at 170 dph. Blue squares and red circles correspond to individual fish with low (putative future males) and high (putative future females) *cyp19a1a* levels, respectively. The horizontal line marks mean expression for each experimental group. The *cyp19a1a* expression of one of the putative females in the LT group (red circles) was much higher than the rest and it has been deliberately omitted from the graph for clarity purposes. Different letters indicate significant (ANOVA; *P* < 0.001) differences between the four groups, i.e., high and low *cyp19a1a* expressors of the LT and HT treatments. **b** Sex ratios of juvenile European sea bass sampled at 332 days post hatch. Stacked bars showing male (blue) and female (red) percent in the low (LT) and high (HT) temperature groups. Statistical differences (*P* < 0.001) between groups are marked with three asterisks. Sample size: LT, 66 fish; HT, 85 fish

Visual assessment of the sex ratio of 332 dph juveniles combined with histological verification showed that the LT group had 40.0 % males while the HT group had 77.8 % males (*P* < 0.001) (Fig. 1b), showing a masculinizing effect of the elevated temperature. However, within each sex no differences were observed in the presence and in the abundance of the different cellular types between the two temperature groups. Females had immature ovaries containing oocytes at the cortical alveolar (CA) stage while males had testis containing all germ cell types, including spermatozoa (Additional file 2: Figure S1).

The GSI percent values at 332 dph for LT males and females were 0.095 ± 0.0004 and 0.111 ± 0.0002, respectively, and for HT males and females were 0.090 ± 0.0002 and 0.161 ± 0.0003, respectively. A two-way ANOVA analysis showed statistical differences due to sex (*P* = 0.032) but no effect due to the thermal treatment or to the interaction between sex and temperature.

### Microarray analysis

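Gonads of 5 fish reared at 15 °C (LT) and 5 fish reared at 21 °C (HT) between 20 and 60 dph were sampled at 170 dph, and the RNA of each fish was hybridised alone, with a single dye, to a custom Agilent array of European sea bass sequences. The authors deposited the scanner's reading of every spot, as foreground and background intensities without normalization. Each array held 43803 spots other than controls, standing for 24200 probes. The median foreground intensity of these spots ranged from 130 to 219.5 in the LT group (median of the 5 arrays 177) and from 95 to 234.5 in the HT group (median 171), over background medians of 18 to 21, and no spot was saturated. Between 78.1% and 86.4% of the probes were well above background on the LT arrays and between 69.2% and 90.8% on the HT arrays. The number of arrays, 5 per group, limits the precision of every value. Each of the 5 slides carried 1 LT and 1 HT array, with every LT array at the same position, so position on the slide and temperature cannot be told apart. The paper kept each group in 1 tank, so tank and temperature cannot be told apart either. All p-values therefore compare fish between tanks, and the fish are not replicates of the treatment. As in the methods of the paper, background was corrected with normexp, arrays were quantile normalized, spots of one probe were averaged and groups were compared with limma, with Benjamini-Hochberg adjustment over all 24200 probes. The normexp offset, which the text of the paper does not name, was set at 50, and spots marked as outliers by the scanner software were left out of the averages. A probe was called when its adjusted p was below 0.05, its fold change was above 1.2 in either direction and it was reliable in every fish compared.
Over the 9 fish shown in Fig. 2 (5 LT and 4 HT, without HT replicate 1), 23910 probes were reliable in all fish and 0 were called by limma, with a lowest adjusted p of 0.0724. The adjusted p was below 0.1 for 20 probes. Before adjustment, 4466 probes (18.5%) had a p below 0.05, of which 2624 were higher and 1842 lower in the HT group. Over all 10 fish, 0 probes were called as well, with a lowest adjusted p of 0.374, and 1712 probes (7.07%) had an unadjusted p below 0.05. HT replicate 1 is the fish that the paper left out as an outlier. Of all 24200 probes, 12002 (49.6%) were lower in the HT group over 9 fish and 11676 (48.2%) over 10 fish. The count of called probes depended on the scaling of the arrays. With the scanner's processed signal scaled by the 75th percentile of each array in place of normexp and quantile normalization, 2445 probes were called over 9 fish, 2366 of them higher in the HT group, while the median log2 fold change of all probes was 0.30. It also depended on 1 fish, since without LT replicate 2, 710 probes were called, 480 of them higher in the HT group, and with HT replicate 1 kept this omission called 66 probes, 9 higher and 57 lower.

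**Figure D1:**
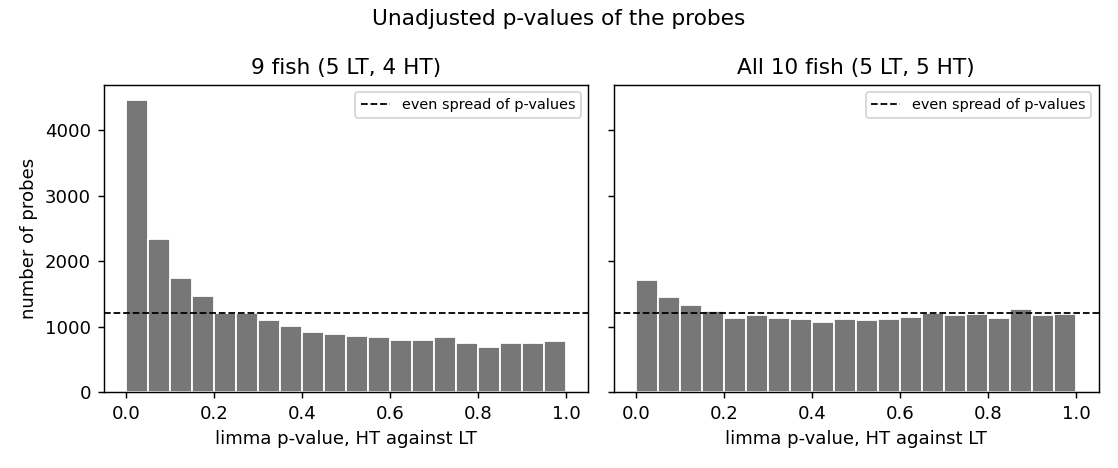
Number of probes by unadjusted limma p-value, in steps of 0.05, for the 9 fish (left) and all 10 fish (right). The dashed line at 1210 probes per step is an even spread of p-values, and the first step holds 4466 probes over 9 fish and 1712 over 10 fish.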

Microarray analysis of sexually differentiating gonads at 170 dph obtained from fish with a high *cyp19a1a* expression, i.e., putative females, revealed the presence of 27 significantly and differentially expressed (DE) genes when comparing the HT vs. the LT group (Additional file 1: Table S2), of which 18 genes were upregulated (18/1360 non repeated probes) and 9 were downregulated (9/4789 non repeated probes). 

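The position of each fish was examined by principal components of the log2 intensities of all 24200 probes. Over all 10 fish, the first component took 50.7% of the variance and the second 15.1%. On the first component HT replicate 1 lay at -129.4, against 16.2 to 55.3 for the other 4 HT fish and -37.7 to 33.4 for the 5 LT fish. Its gap to the nearest HT fish was 0.788 of the range of the HT group, above Dixon's 95% critical value for 5 values. The mean correlation of its array with the other 9 was 0.843, and that of every other array was between 0.920 and 0.947. With scaling by the 75th percentile after normexp in place of quantile normalization, the gap on the first component was 0.174 of the range, below the critical value, and it was 0.814 with cyclic loess. On the second component all 5 HT fish, replicate 1 included, lay between 9.26 and 27.6 and the LT fish between -62.7 and 7.99 (two-sided exact permutation test, p = 0.00794, the smallest that 5 fish against 5 allow). On the first component the same exact permutation test gave p = 0.913. No test of the components had been planned.
Without HT replicate 1, the first component took 36.2% of the variance. The 4 HT fish lay between 13.9 and 47.3 on it and 4 LT fish between -49.2 and -27.9, while LT replicate 2 lay at 22.3, on the side of the HT group (two-sided exact permutation test between the groups, p = 0.0238). On the second component of these fish the same exact permutation test gave p = 0.563. The root mean square difference in log2 intensity between LT replicate 2 and the 4 HT fish was 0.44 on average, and between LT replicate 2 and the other LT fish 0.58. As 0 probes were called over these 9 fish, no heatmap of called probes was drawn.

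**Figure D2:**
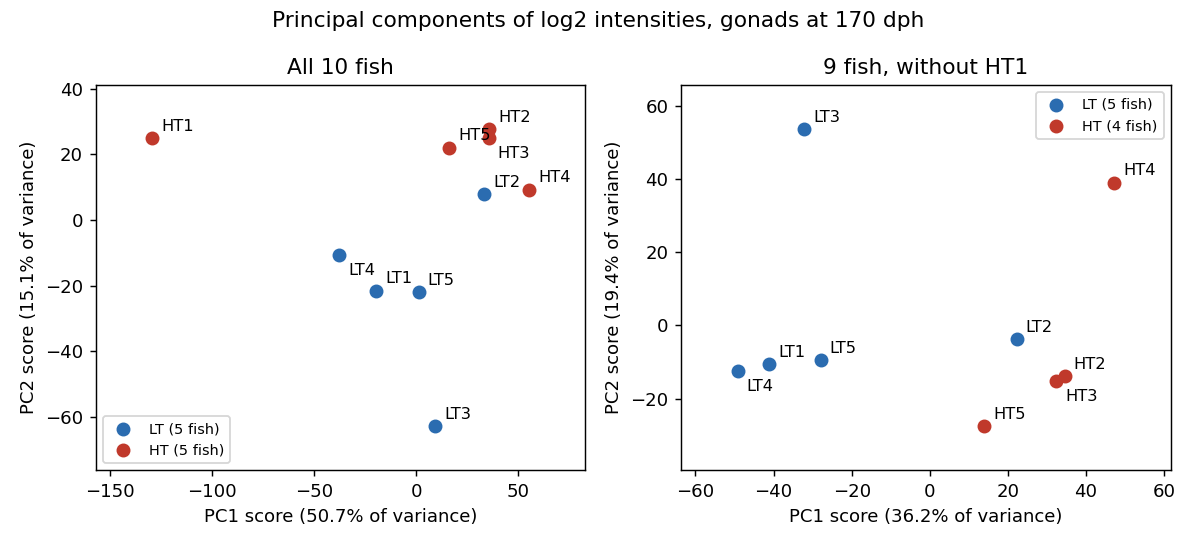
Scores of each fish on the first 2 principal components of normalized log2 intensity, for all 10 fish (left) and for the 9 fish without HT replicate 1 (right), with 1 point per fish and the share of variance on each axis. HT1 lies at -129.4 on the first component of the left panel, and LT2 lies at 22.3 among the HT fish on that of the right panel.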

A heatmap representation of the DE genes grouped fish according to their thermal history, with the exception of one LT fish, which had an intermediate position, and one HT fish, which was classified as an outlier by a Principal Component Analysis and was not further considered in the analysis (Fig. 2). Some of the upregulated genes were related to reproduction, i.e., cryptochrome DASH (*cry-dash*) and troponin I (*tnnI*), or to epigenetic gene expression regulation, i.e., histone deacetylase 11 (*hdac11*). Some of the downregulated genes also showed reproduction-related functions such as cdc42 effector protein 3 (*cdc42ep3*), insulin-like growth factor (*igf1*) or smoothelin (*smtn1*) (see Additional file 1: Table S3 for a complete list of DE genes and their functions).

**Fig. 2:**
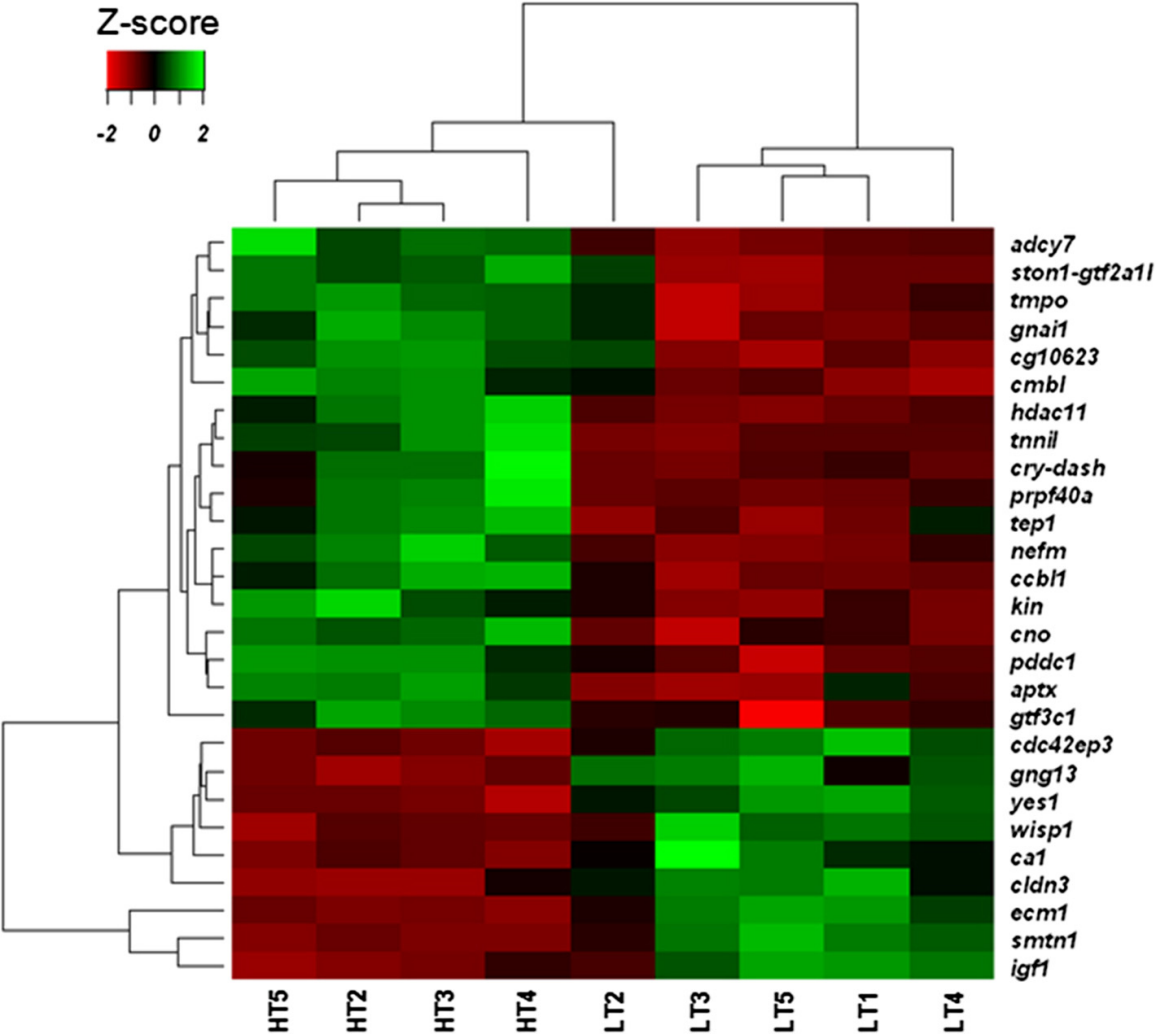
Heatmap of the microarray expression data for the 18 up- and 9 downregulated genes, where each row represents a gene and each column represents an individual fish (LT = 5 individuals and HT = 4 individuals). Key color representing the level of expression (green: high expression and red: low expression). The dendograms provide information of the similarity between genes and between the different samples. Notice that all HT samples and all but one LT samples cluster together. LT, low temperature group; HT, high temperature group. See Additional file 1: Table S2 for a complete list of gene names and abbreviations

The AMIGO web-based tool was used to recover the sequence of these DE genes and those sequences were then uploaded to Blast2GO in order to enrich results with GO terms and extract more information about these DE genes. A Fisher’s exact test with multiple testing corrections for False Discovery Rate (FDR) showed that five GO term categories were overrepresented when compared to a reference test containing all the annotated sequences from our custom-made array (Additional file 1: Table S4).

Further analysis of the GO terms provided their distribution among the three main categories: biological process, molecular function and cell component for the up- and downregulated genes separately (Additional file 2: Figures S2 and S3, respectively). The Kyoto Encyclopedia of Genes and Genomes (KEGG) database provided more information on the pathways containing these DE genes (Additional file 1: Table S5). Several pathways involved in protein synthesis as well as in immunological processes were found.

### Microarray validation

Out of the 27 DE genes, we selected eight (4 up- and 4 downregulated genes), i.e., about one third of the DE genes, for validation by qRT-PCR. These genes were selected because they are known to be involved in reproduction in other species or because they are involved in epigenetic regulatory mechanisms. In addition, together they exhibited a wide dynamic range of changes. qRT-PCR analysis showed significant differences (*P* < 0.05) for *cg10623* and *hdac11* among the upregulated genes and for the *cdc42ep3* and *smtn1* among the downregulated ones (Fig. 3). Importantly, all but one (*ecm1*) of these selected genes had the same direction of change (up- or downregulation) when analyzed by qRT-PCR as compared to microarray results. We consider this sufficient for the validation of the microarray.

**Fig. 3:**
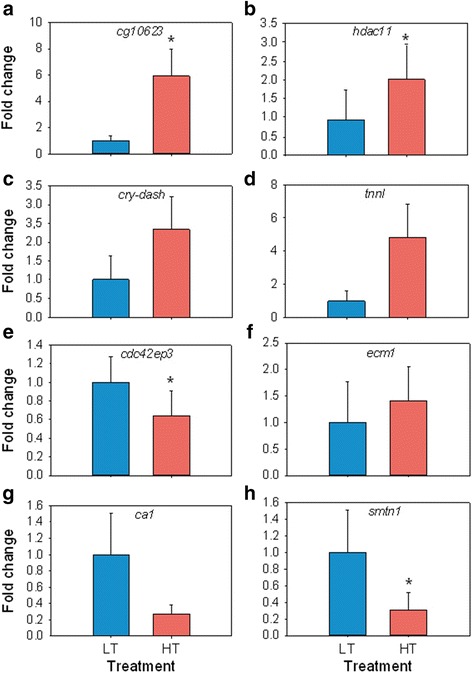
Validation of microarray results by analyzing ten fish by qRT-PCR according to treatment (LT, low temperature group; HT, high temperature group). **a**-**d** Four upregulated genes in the HT vs. the LT group comparison: DmeI_CG10623 (*cg10623*); histone deacetylase 11 (*hdac11*); cryptochrome DASH (*cry-dash*) and troponin I (*tnnI*). **e**-**h** Four downregulated genes for the same comparison: cell division cycle 42 effector protein 3 (*cdc42ep3*); extracellular matrix protein 1 (*ecm1*); carbonic anhydrase 1 (*ca1*) and smoothelin (*smtn1*). Data as mean ± SEM. Letters mark statistical significance (*P* < 0.05) between groups. Ten fish (5 fish per group) were analyzed by a qRT-PCR

### Enrichment analysis

A GO enrichment analysis of the DE genes showed up- and downregulation of the same BP categories, albeit containing different DE genes (Fig. 4a and 4b). These altered categories contained more GO terms that were upregulated and mainly related to metabolic and cellular processes (14.43 % and 17.53 %, respectively), while other processes such as reproduction (1.41 %), growth (7.04 %), immune processes (4.23 %) or signaling (9.86 %) were downregulated at elevated temperatures. Regarding MF GO categories (Additional file 2: Figure S2A and S3A), the catalytic and binding activities were the most represented subcategories for both up- and downregulated GO terms. Analysis of the CC categories showed that upregulated processes were taking place mainly in the organelle (14/57 GOs), macromolecular complex (9/57 GOs), membrane-enclosed lumen (8/57 GOs) or membrane (7/57 GOs) (Additional file 2: Figure S2B), while the downregulated processes were taking place in the membrane, organelle, macromolecular complex (6/36 GOs) or extracellular region (5/36 GOs) (Additional file 2: Figure S3B). Further analysis of the GO enriched terms of the DE genes in comparison to the microarray reference set (Additional file 1: Table S4), showed that terms related to the negative regulation of the nerve impulse and synaptic transmission were overrepresented, as well as the adenylate cyclase inhibiting G-protein coupled receptor signaling pathway (implying a decrease in cAMP concentration).

**Fig. 4:**
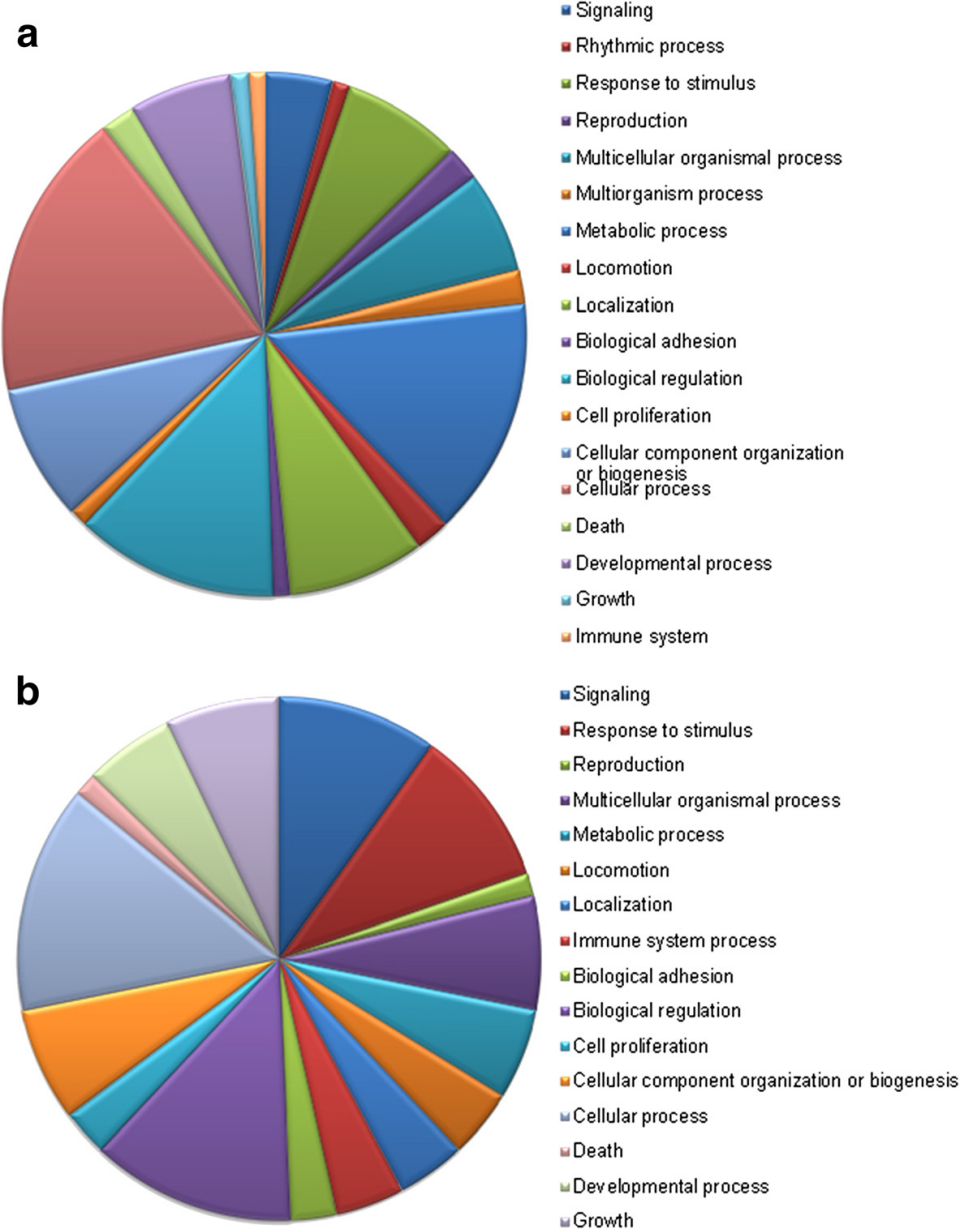
Biological process-related GO terms for the HT versus LT group comparison. **a** Biological process GO terms for the upregulated genes, and (**b**) for the downregulated genes

Blast2GO analysis of the DE genes showed that eleven of the 13 differentially regulated pathways (Additional file 1: Table S5) had higher expression in HT fish than in LT fish and that these pathways were related to catabolism (amino acid metabolism), biosynthesis (tropane, piperidine and pyridine alkaloid) or signal transduction (phosphatidylinositol signaling system). However, the downregulated pathways were related, in agreement with the results of the GO term analysis, to immunology (T-cell receptor signaling pathway) and Nitrogen metabolism. DAVID analysis of the DE genes showed that there were 23 upregulated categories, of which four were highly significant: 1) progesterone-mediated oocyte maturation (*gnai1, adcy7* and *igf1*), 2) tight junction (*gnai1, cldn3* and *yes1*), 3) chemokine signaling (*gnai1, adcy7* and *gng13*), and 4) hormone-mediated signaling (*adcy7* and *gng13*) pathways. In all of them, *adcy7* is involved as a signaling initiation factor. After running an annotation clustering with DAVID, seven clusters were downregulated and related to cell component, DNA binding, transcription and signaling processes.

### Reproduction and stress-related genes

Fifteen known reproduction-related genes were analyzed by qRT-PCR (Additional file 1: Table S6). Results showed that genes involved in testicular differentiation, such as doublesex-mab-3-related transcription factor 1 (*dmrt1*), were significantly (*P* < 0.05) upregulated in HT fish, as also was the steroidogenic acute regulatory protein (*star*). In contrast, some genes involved in ovarian differentiation, such as aromatase (*cyp19a1a*), were significantly (*P* < 0.05) downregulated in HT fish, as also was aquaporin 1 (*aq1*). The expression of eight of these genes is shown in Fig. 5. Since activation of the stress response has been associated with temperature effects on sex ratios in fish [50–53], we tested the effects of HT in our model in two stress response-related genes; the 11ß-hydroxysteroid dehydrogenase (*hsd11b*) and the glucocorticoid receptor (*nr3c1*), involved in cortisol synthesis and response. While *nr3c1* was significantly (*P* < 0.05) upregulated in HT fish, *hsd11b* was not significantly different (Fig. 6).

**Fig. 5:**
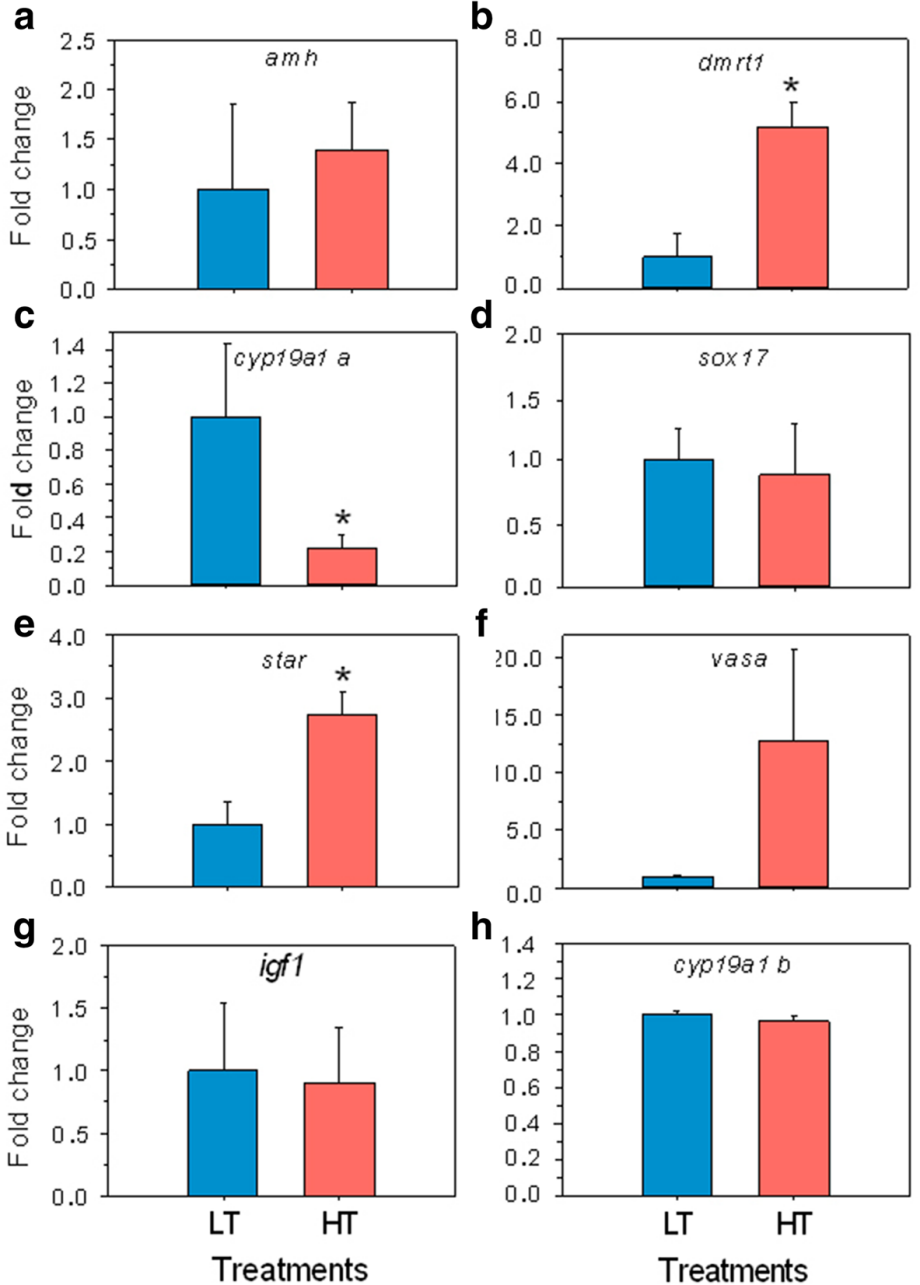
Quantitative RT-PCR results for eight known sex differentiation-related genes per temperature treatment groups. **a**-**d** Male pathway: anti-Müllerian hormone (*amh*), doublesex- and mab-3-related transcription factor 1 (*dmrt1*); female pathway: cytochrome P450, family19, subfamily A, polypeptide 1a (*cyp19a1a*) and SRY-related HMG-box transcription factor SOX17 (*sox17*), respectively. **e** steroidogenic acute regulatory protein (*star*), (**f**) vasa protein (*vasa*), (**g**) insulin-like growth factor 1 (*igf1*) and (**h**) cytochrome P450, family19, subfamily A, polypeptide 1b (*cyp19a1b*). Data as mean ± SEM. Asterisk marks statistical differences between groups (*P* < 0.05). Ten fish (5 fish per group) were analyzed by a qRT-PCR

**Fig. 6:**
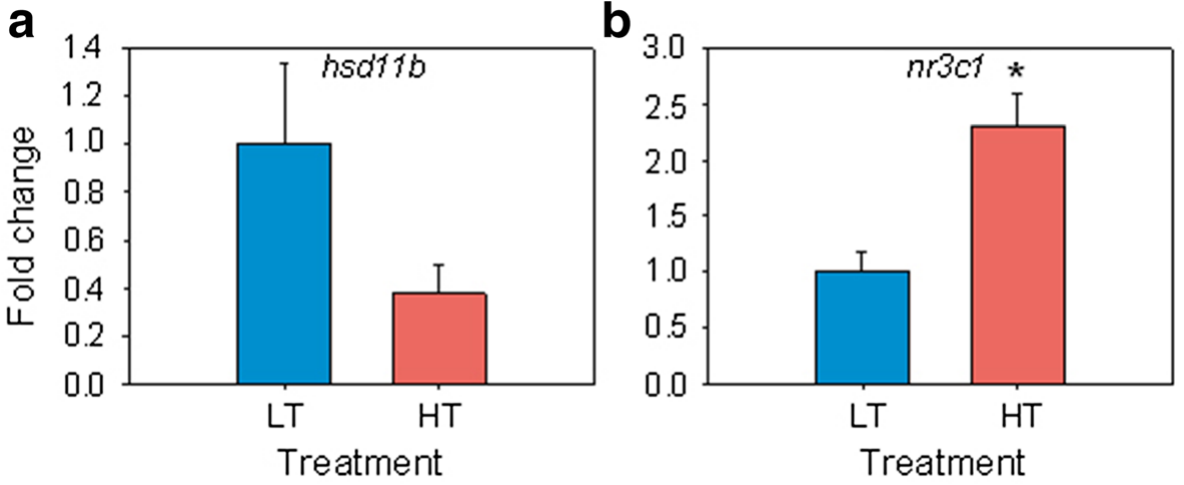
Quantitative RT-PCR results for (**a**) 11β-hydroxysteroid dehydrogenase (*hsd11b1*) and (**b**) glucocorticoid receptor (*nr3c1*). Data as mean ± SEM. Asterisk marks statistical differences between groups (*P* < 0.05). Ten fish (5 fish per group) were analyzed by a qRT-PCR

### Epigenetic mechanisms-related genes

According to a growing body of evidence, several genes involved in epigenetic regulatory mechanisms have been implicated in sex determination/differentiation ([54], for a review). Based on this, we analyzed the genes related to epigenetic mechanisms and implicated in sex determination/differentiation [54] that were present in our microarray (Additional file 1: Table S7) even if they were found to be not DE. Seven genes, representative of different categories of epigenetic regulatory mechanisms, including *dicer 1*, a helicase needed to produce an active small RNA component that represses gene expression; *ehmt2*, a histone methyltransferase; *jarid2a*, a DNA-binding protein that acts as a transcriptional repressor; *pcgf2*, which contains a RING finger motif and forms protein-protein interactions to maintain transcriptional repression; *hdac11*, a histone deacetylase; *mettl22*, a methyltransferase-like protein; and *suz12*, a suppressor of trithorax zeste 12 homolog gene, were selected and analyzed by qRT-PCR. Four of these genes were upregulated (*P* <0.05) in the HT group: *dicer1, jarid2a, pcgf2* and *hdac11*) (Fig. 7).

**Fig. 7:**
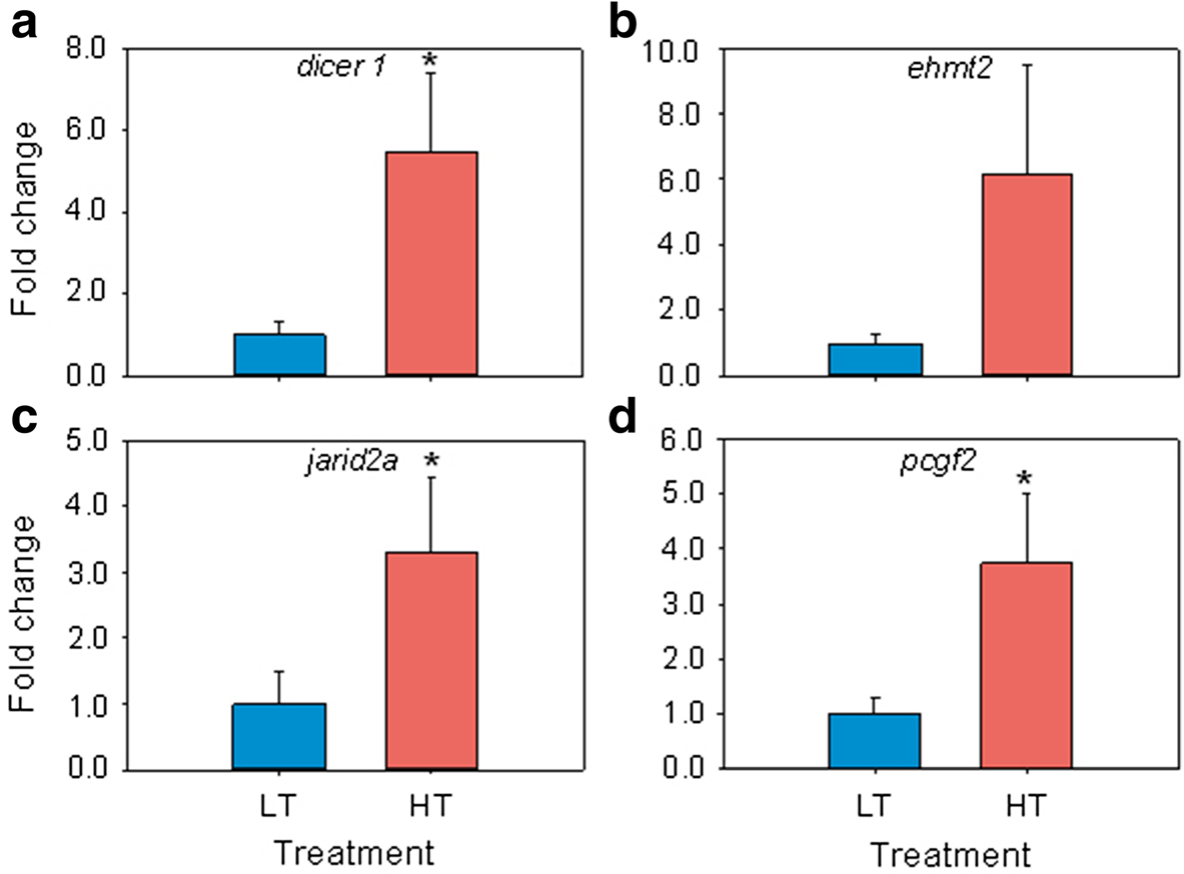
Quantitative RT-PCR results for the epigenetic regulatory mechanisms-related genes. (**a**-**d**) endoribonuclease Dicer (*dicer1*), euchromatic histone-lysine N-methyltransferase 2 (*ehmt2*), protein Jumonji (*jarid2a*) and polycomb group ring finger 2 (*pcgf2*). Data as mean ± SEM. Asterisks mark statistical differences between groups (*P* < 0.05). Ten fish (5 fish per group) were analyzed by a qRT-PCR

## Discussion

To the best of our knowledge, this is the first study on the analysis of the gonadal transcriptome at the time of sex differentiation, using a species-specific microarray, of fish previously exposed to elevated temperature during the thermosensitive period. Since we took care that the 5 fish selected from each group for microarray analysis at 170 dph (high *cyp19a1a* expressors) had the same size, it is safe to assume that differences in gene expression observed are solely due to temperature, not to differences in growth.

Consistent with previous studies [46, 49], temperature induced a male-biased sex ratio (~80 % males). The higher GSI values for HT-treated females observed at one year of age may be due to a persistent effect on gonadal growth relative to somatic growth with no obvious effect at the histological level.

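The spread between fish set the size of the difference that could be called. The residual SD of a probe within the groups, as the median over the 24200 probes, was 0.24 on the log2 scale over 9 fish and 0.30 over 10 fish. On simulated arrays with the means and SDs of the real probes, 100 probes were changed by a log2 fold change of 1 and 100 by a log2 fold change of 2. Of these, 57 and 92 were called for 5 LT against 4 HT fish, beside 6 unchanged probes. For 5 fish against 5, with HT replicate 1 in the spread, 42 and 86 were called, again beside 6 unchanged probes. In the simulation each probe varied on its own, while on the real arrays single fish differed across many probes together. The simulated counts therefore need not hold for the real arrays.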

The number of DE genes was low as could be anticipated because in the HT vs. LT comparison we actually compared fish of the same age, at a similar developmental stage and similar size, as just stated above, and most likely of the same sex, females, as assessed by high *cyp19a1a* expression levels, a good marker of phenotypic sex. This is actually what we intended since females, not males, are the ones mainly affected by temperature. Moreover, at 170 dph gonads were cleanly isolated and there was no contamination of the surrounding tissues. What we could gain by looking at earlier age, e.g., at the end of the TSP at about 60 dph, we would lose by having to include non-gonadal tissues (since it is impossible to dissect the gonads apart at earlier ages).

Among the genes analyzed by qRT-PCR, there were three patterns of response to heat (Figs. 3, 5, 6, and Additional file 1: Table S6). Many genes had increased levels of expression in the HT group. Among them, there were genes upregulated during normal testis differentiation such as *dmrt1*, in accordance with the masculinizing effect of elevated temperatures [46, 49].. The vasa helicase is a germ cell marker known to be more expressed in ovaries than in testis and previously found to be upregulated by elevated temperatures [55]. In our study the difference in vasa expression levels did not reach statistical significance. Cholesterol is important in maintaining membrane integrity and sterol synthesis and its levels have previously been found also to be increased by temperature [2]. However, genes ultimately related to steroid hormone production were not significantly affected in the present study, including the gene encoding gonadotropin-releasing hormone (gnrh) [56, 57], and star, which is involved in cholesterol import [58]. In our study, genes such as *wisp1*, known to be involved in cellular growth, were downregulated by heat, whereas genes such as *nr3c1*, related to immune system regulation responses, were upregulated, suggesting growth and immunological stress response adjustments in the gonads.

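The wisp1 sequence of Table S8 was represented by 3 probes. The brightest of them (CUST_13925) had a log2 intensity of 7.64 ± 0.34 (SD, n = 5) in the LT group and 7.24 ± 0.20 (SD, n = 4) in the HT group without replicate 1. The log2 fold change was -0.40 (standard error 0.18, adjusted p = 0.280 from limma with Benjamini-Hochberg adjustment), and the difference was not past the spread between fish (two-sided exact permutation test, p = 0.0873). All 3 probes were lower in the HT group, with log2 fold changes between -0.69 and -0.40. With HT replicate 1 included, the log2 fold change of CUST_13925 was -0.42 (standard error 0.17, adjusted p = 0.681 from limma). It was above 0 with 75th percentile scaling after normexp, at 0.056 over 9 fish, where the median of all probes was at 0.40, and at 0.016 over all 10 fish. With array weights over all 10 fish, the other 2 probes were called, CUST_13924 with a log2 fold change of -0.68 (adjusted p = 0.0254 from limma) and CUST_13926 with -0.65 (adjusted p = 0.0253 from limma), and CUST_13925 was not (adjusted p = 0.0580 from limma). Without LT replicate 2 the same 2 probes were called, at -0.76 and -0.82. Over all settings run, the adjusted p of the 3 probes from limma ranged from 0.0114 to 0.980. The probe of nr3c1 was not analysed here.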

There were other downregulated genes. Among these there was *cyp19a1a*, confirming results of an independent experiment aimed to find molecular signatures of male and female differentiation [17]. Aquaporin 1 (*aqp1*), a water channel protein which plays a major role in oocyte hydration in fish [59], was also downregulated by heat. The steroidogenic enzyme 11ß-hydroxysteroid-dehydrogenase 1 (*hsd11b*), which converts the stress hormone cortisol into the inactive metabolite cortisone, and also converts 11ß-hydroxy androgens such as 11ß-hydroxyadrostenedione into 11-ketotestosterone, a potent piscine androgen [60], was not significantly affected by heat. In contrast, the glucocorticoid receptor (*nr3c1*) was upregulated in the HT group with significant differences with respect to the LT group. These results are interesting because in the pejerrey (*Odontesthes bonaeriensis*), a fish with TSD, Fernandino *et al*. [53] observed upregulation of both *hsd11* and *nr3c1* in masculinized gonads by HT and attributed this to the fact that HT elicits both masculinizing and stress responses. In our study, *nr3c1* was upregulated 110 days after the end of the temperature treatment, suggesting a persistent stress response probably maintained by an epigenetic regulatory mechanism. In fact, studies in rodents have shown that *nr3c1* is able to exhibit sustained expression, even a long time after the stimulus ended, through changes in methylation of its regulatory region [61, 62]. The differences between our results and those of Fernandino *et al*. [53] with the pejerrey suggests that gender or developmental stage may be important in explaining these differences, since while Fernandino et al. [53] sampled juvenile, sexually differentiated males, in our case we selected not only sexually differentiating fish but also those ones that exhibited *cyp9a1a* expression levels at 170 dph compatible with ovarian differentiation. Furthermore, when comparing our results with those obtained with microarray analysis of dimorphic gene expression in a turtle with TSD [63], genes that are normally highly expressed in the testis such as *dmrt1* were also upregulated in our study while genes such as *cyp19a1a* were downregulated due to temperature, highlighting the conserved masculinizing effect of heat across different vertebrate groups.

The third pattern of response was represented by genes whose expression was not affected by heat, including *sox17*, a gene that has been related with ovarian development in the European sea bass and other fish [64]. The brain aromatase gene (*cyp19a1b*) belonged to this group, thus corroborating earlier observations of our group [49], and opposite to the increase observed in tilapia when applying HT during early development [65]. Other genes also in this group were *tesc*, important during male gonadal development, and *col18a1*, implicated in organ morphogenesis.

Since the hypermethylation of the *cyp19a1a* promoter in both females and masculinized females at one year of age was not so evident at 170 dph [49], it may be that other epigenetic regulatory mechanisms are responsible for the “memory” of early HT exposure. To gain further evidence, we examined the expression of seven epigenetic regulatory mechanisms-related genes that have been directly or indirectly connected with sex determination and gonadogenesis [54] and were present in our microarray (Additional file 1: Table S7). The selected genes for qRT-PCR analysis were *hdac11, jarid2a, ehmt2, dicer1, suz12, pcgf2* and *mettl22* to have representatives of different epigenetic mechanisms. Interestingly, four of them were upregulated in the HT group, displaying significant differences (*P* < 0.05): *hdac11, jarid2a, dicer1* and *pcgf2*. Although further studies are clearly needed, it is interesting to note that, although in different ways, these genes are involved in transcriptional repression functions, which here may be connected with the long-lasting effects of early heat exposure.

Whole gonad transcriptomic analysis showed 27 DE genes (18 up- and 9 downregulated; Fig. 2 and Additional file 1: Table S3). Some of these DE genes were related to metabolic processes, and some to epigenetic regulatory mechanism including *cg10623* (methyltransferase), *hdac11* (histone deacetylase) or *tep1* (related to DNA methylation increase). Other genes are involved in reproductive processes in other species such as *cdc42ep3*, where the mRNA interacts with the human fertility protein PUMILIO2 in the testis [66]. *cry-dash*, has an ancestral circadian role in light perception and related to massive spawning in corals during full moon [67] while *smtn1* is a regulator of the progesterone receptor during mice pregnancy [68] and *tnn1* controls ovulatory contraction of non-striated actomyosin networks in *Caenorhabditis elegans* [69].

Enrichment analysis showed an upregulation of the overall catalytic activity, a process known to be affected by heat since elevated temperature produces changes in chemical reaction rates and increases protein denaturalization [3]. This corresponded to an overrepresentation of the catalytic pathways and of the signal transduction due to heat. The observation that most of the altered pathways were related to catabolism and signal reception-transmission corroborates the idea that the effects of heat were still persistent 110 days after the thermal treatment had finished.

In order to further understand the biological meaning of the set of DE genes, DAVID clustering analysis showed that DNA binding and transcription were enriched, suggesting that despite protein and amino acid catabolism, protein synthesis and replacement was also occurring in HT gonads, most likely to compensate for the destabilizing temperature effects on protein structure. Likewise, downregulation of the immunology-related pathway may be because our samples were obtained from differentiating females (progesterone-mediated oocyte maturation is affected, as also is the hormone-mediated signaling).

Cossins *et al.* [32] investigated the transcriptomal response of seven carp tissues to cold. From that study, we selected the 15 genes that showed the greatest increase in expression in response to cold: 92 kDa type IV collagenase precursor (gelatinase), ADP/ATP translocase 1, ATP-binding cassette, subfamily F member 2, apolipoproteins, RNA-binding protein, NADP-dependent malic enzyme, mitochondrial uncoupling protein 3, calmodulin, cofilin, granulin alpha, tubulins alpha, beta and gamma chains and high mobility group 1. All are involved in a variety of functions including protein turnover, unsaturated fatty acid synthesis, homeostasis or stress protein production. Most of these 15 genes were present in our microarray and, interestingly, when we examined their behavior, we found that, in general, expression levels tended to be lower in our HT group, although without significant differences (Additional file 1: Table S8). Thus, many of the genes that Cossins *et al*. [32] found upregulated by cold in the carp intestine with transport and regulatory functions (see Additional file 1: Table S8) had, when present, a downward tendency in the HT gonads. 

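Table S8 lists 23 sequences whose descriptions hold words of the cold-induced families of the carp study, such as apolipoprotein, cofilin, granulin, tubulin and high-mobility group. Some, such as tubulin delta 1, high-mobility group box 2 and the apolipoprotein A-I binding proteins, are not named in the paper's list. The set is therefore not the same as that list. Each of the 23 was taken by the brightest of its probes. Over 9 fish, 17 of the 23 were lower in the HT group, with a mean log2 fold change of -0.14, a median of -0.064 and a range from -1.54 to 0.77. None of 3 two-sided tests of the set was below 0.05 (camera of limma with a preset correlation of 0.01, p = 0.219; fry, p = 0.129; exact permutation test of the mean per fish, p = 0.0556). Of the 23, 4 had an unadjusted p below 0.05, none had an adjusted p below 0.05 over all probes (lowest 0.125), and 1 had one adjusted over the list alone. With HT replicate 1 included, 15 of the 23 were lower, with a mean log2 fold change of -0.17 (camera, p = 0.0683; fry, p = 0.101; exact permutation test of the mean per fish, p = 0.0238), so that only the last of these tests was below 0.05. The sign of the mean depended on the scaling, since it was 0.12 with the processed signal scaled by its 75th percentile and 0.094 with that scaling after normexp, where the medians of all probes were at 0.30 and 0.40.
The 3 sequences that follow were chosen after their values were seen. Apolipoprotein AI precursor (CUST_8305) had the largest fall, from 9.62 ± 0.96 (SD, n = 5) in the LT group to 8.08 ± 0.89 (SD, n = 4) in the HT group, a log2 fold change of -1.54 (standard error 0.54, adjusted p = 0.201 from limma). Cofilin 2 (CUST_7266) had the lowest adjusted p, 0.125 from limma, with a log2 fold change of -0.53 (standard error 0.11), and it was lower in each of the 5 HT fish than in any LT fish (two-sided exact permutation test over all 10 fish, p = 0.00794). Granulin-a (CUST_13426) had the largest rise, with a log2 fold change of 0.77 (standard error 0.34, adjusted p = 0.267 from limma). With array weights over all 10 fish, the adjusted p from limma was 0.0342 for apolipoprotein AI precursor and 0.0492 for cofilin 2, the lowest of 22 alternatives for both, and the highest was 0.621.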

We realize that this may be an anecdotal coincidence, but the observation that the above-mentioned genes seem to behave depending on whether fish are exposed to heat or cold and regardless of tissue or species, warrants their further study in other species exposed to temperature changes. It could be possible that these genes could serve as markers of previous thermal history.

In contrast to what has been observed in killifish livers [30], heat shock proteins were downregulated in our study, suggesting that the short heat exposure took place enough time ago to allow the return to their normal expression levels and become downregulated. In addition, cholesterol and genes involved in the lipid metabolism were affected by heat. Thus, for example, cholesterol synthase and HMG-CoA reductase were downregulated as a result of chronic temperature elevation, as previously reported by Podrabsky and Somero [30]. 

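Of the 7 heat shock sequences of Table S8, 4 were lower and 3 were higher in the HT group over 9 fish, with a mean log2 fold change of -0.023 and a median of -0.17 (two-sided camera, p = 0.254; fry, p = 0.345; exact permutation test of the mean per fish, p = 0.897). With HT replicate 1 included, 3 of the 7 were lower and the mean was 0.030. The lowest adjusted p was that of hsp10 (CUST_6344). Its log2 intensity was 12.9 ± 0.13 (SD, n = 5) in the LT group and 12.4 ± 0.14 (SD, n = 4) in the HT group without replicate 1, a log2 fold change of -0.46 (standard error 0.10, adjusted p = 0.130 from limma), and each of these 4 HT fish was below every LT fish (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 4 allow). HT replicate 1 had 13.8, above every other fish, and with it the log2 fold change was -0.20 (adjusted p = 0.962 from limma). With array weights over all 10 fish, the adjusted p of hsp10 from limma was 0.0402, the lowest of 22 alternatives, which ranged up to 0.962. The largest rise was that of hsp47 (CUST_3016), with a log2 fold change of 0.75 (standard error 0.31, adjusted p = 0.247 from limma). Without LT replicate 2 this was 1.01, with an adjusted p of 0.0384 from limma, and in the 21 other alternatives it was not below 0.05 and ranged up to 0.966. HT replicate 1 had the lowest hsp47 signal of the 10 fish, 7.60. The other 5 sequences were heat shock cognates 70 and 71, hsp90 beta, hsp70 binding protein and heat shock factor binding protein 1. By their brightest probes they had log2 fold changes between -0.24 and 0.10. Another hsp90 beta probe (CUST_18042) was at 0.70 (adjusted p = 0.260 from limma). With array weights over all 10 fish hsp90 beta was called, though not by its brightest probe. Its lowest adjusted p from limma over all probes and settings was 0.0373. Both cognates changed sign under both percentile scalings, where the medians of all probes were at 0.30 and 0.40 and cognate 70 was at 0.088 and -0.32 relative to them. Cognate 71 also changed sign with cyclic loess and when LT replicate 3 or 4 or HT replicate 3 or 5 was left out, while hsp70 binding protein was above 0 over all 10 fish and without HT replicate 4. 1 of the 7 sequences, hsp10, had a p below 0.05 when adjusted over the list alone. The brightest probe of heat shock cognate 70 was not reliable in all 9 fish. From a lower expression of heat shock proteins, the paper proposes that the time since the short exposure was enough for them to return to normal levels and fall below these.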

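HMG-CoA reductase was represented by 4 probes. The brightest (CUST_285) had a log2 intensity of 7.71 ± 0.25 (SD, n = 5) in the LT group and 7.76 ± 0.45 (SD, n = 4) in the HT group without replicate 1, a log2 fold change of 0.055 (standard error 0.21, adjusted p = 0.914 from limma). The log2 fold changes of the 4 probes lay between -0.0097 and 0.065. With each of the 9 fish left out in turn, the value of CUST_285 lay between -0.13 and 0.21, below 0 without LT replicate 2 or 5 or HT replicate 3 or 5, and with HT replicate 1 included it was 0.10 (adjusted p = 0.989 from limma). A difference of this size was within the spread between fish (two-sided exact permutation test over 9 fish, p = 0.817). Cholesterol synthase was not analysed here.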

The presence of translation elongation factors or proteasomes with a high level of expression due to heat is also in agreement with previous studies in other tissues [29, 30].

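Elongation factor 1 alpha was the only translation elongation factor of Table S8, so no set was tested. The brightest of its 3 probes (CUST_21119) had a log2 intensity of 11.8 ± 1.10 (SD, n = 5) in the LT group and 10.5 ± 0.20 (SD, n = 4) in the HT group without replicate 1, a log2 fold change of -1.25 (standard error 0.49, adjusted p = 0.234 from limma). LT replicate 2 had 9.99, below every HT fish, and the other LT fish had 11.5 to 12.6. The exact permutation test gave a two-sided p of 0.0794 over 9 fish and 0.0476 over all 10 fish, where HT replicate 1 had 10.5. Without LT replicate 2 the log2 fold change was -1.70, with an adjusted p of 0.00968 from limma, the only 1 of 22 alternatives below 0.05, and the highest was 0.655.
The 3 proteasome sequences were each lower in the HT group over 9 fish. The alpha subunit (CUST_7994) had a log2 fold change of -0.52 (standard error 0.16, adjusted p = 0.176 from limma), the 26S non-ATPase subunit 10 (CUST_2938) of -0.44 (adjusted p = 0.402) and the beta type 5 subunit (CUST_13932) of -0.34 (adjusted p = 0.440). The mean of the set was -0.43 (camera, p = 0.0234; fry, p = 0.0327; exact permutation test of the mean per fish, p = 0.0556), and the camera p was 0.0585 after adjustment over the 5 sets tested. HT replicate 1 had the highest signal of the 10 fish for all 3 subunits, and with it the mean was -0.15 (camera, p = 0.383; fry, p = 0.617; exact permutation test of the mean per fish, p = 0.698). Without HT replicate 4 the set was no longer past its threshold by camera, at a mean of -0.34. With the slide as a block the mean was -0.33 (camera, p = 0.0320; fry, p = 0.144; no exact permutation test was run with the block). These 3 probes were lower in the HT group under each of the 22 alternatives, although the probe that Table S8 gives for the beta subunit had a fold change of 1.04 with 75th percentile scaling after normexp, where the median log2 fold change of all probes was 0.40.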

Apart from common transcriptional responses to heat, each tissue seems to have different strategies to cope with temperature changes: brain modulates glycolytic activity, liver turns on lipid metabolism and muscle remodels its contractile apparatus [29]. From the present study, we can add that gonads increase catabolism and signal transduction, but reproductive and immune related functions decrease. This is in agreement with the documented deleterious effects of high temperature on gonadal function [70].

## Conclusion

This paper provides information on the effect of temperature at the whole gonadal transcriptomic level and at the time of sex differentiation in a fish with mixed genetic and environmental sex determination. At about 3–4 months after the end of exposure, downregulation of the expression of female-related genes such as *cyp19a1a* and an increase in male-related ones such as *dmrt1* was readily observed. Furthermore, some signaling, catabolic, biosynthetic, growth and reproduction pathways were still affected. Our study shows that the response to a change in the early environment, in this case of temperature, is evident months after the environmental perturbation has finished. These transcriptomic changes determine the course of sex differentiation and ultimately alter the population sex ratio. Furthermore, this study, in addition to reporting changes in the expression of cognate genes and signaling pathways related to vertebrate sex differentiation, identifies genes previously not implicated in thermal-induced gonadal development, which seem conserved across species, as well as genes related to epigenetic regulatory mechanisms responsible for acquiring and maintaining cell identity, of which some were upregulated by high temperatures. This data provide an advance to our understanding of the underlying mechanisms responsible for the environmentally driven transcriptomic changes, leading, in turn, to changes in an important phenotype such as the sexual phenotype.

## Methods

### Animals and rearing conditions

One-day-post hatch (dph) European sea bass larvae were obtained from a commercial hatchery and were transported to our facilities in PVC transport bags filled with oxygen and seawater. Rearing conditions and handling methods were as previously described [71], except for the temperature treatment (see below).

Fish were treated in agreement with the European Convention for the Protection of Animals used for Experimental and Scientific Purposes (ETS Nu 123, 01/01/91). Our facilities are approved for animal experimentation by the Ministry of Agriculture and Fisheries (certificate number 08039-46-A) in accordance with Spanish law (Real Decreto 223 of March 1988) and the experimental protocol was approved by the Spanish National Research Council (CSIC) Ethics Committee within project AGL2010-15939). Animals were sacrificed by an overdose of 2-phenoxyethanol followed by severing of the spinal cord.

### Experimental design

Larvae were divided in two 650-l tanks and maintained at 17 °C, a temperature known to avoid temperature effects on sex ratio [46], for the first 20 dph. Then, in one tank the temperature was increased to 21 °C (high temperature, HT group), while in the other it was decreased to 15 °C (low temperature, LT group). In both cases, temperature was modified at a ratio of 0.5 °C/day. At 60 dph, temperature in the LT group was stepwise increased in order to match the temperature of the HT group. Then, at ~220 dph, temperature of both groups was left to follow the natural fluctuations. Thus, the only difference between the LT and the HT groups in terms of rearing conditions was in the temperature experienced during the 20–60 dph period (Additional file 2: Figure S4).

### Samplings

Periodic samplings were carried out, where length (SL; precision 1 mm) and body weight (BW; precision 0.01 g) were assessed for all fish in each group by anesthetizing them with adjusted doses of 2-phenoxyethanol (2PE; 0.2 ml · l^−1^). At 170 dph, coinciding with the period of histological sex differentiation [72], and at 332 dph, when gonadal sex is firmly established, a sample of fish (*n* = 40 at 170 dph; *n* = 151 at 332 dph) were randomly taken from each group and sacrificed with an overdose of 2PE. In the European sea bass, the first differences in *cyp19a1a* start to become apparent at 120 dph [17] but histological differentiation does not start to be evident until 150 dph. Earlier sampling could perhaps target the early transcriptomic events associated with temperature sex-reversal mechanisms. However, the primary goal of this study was to target gonads during sex differentiation in order to understand the underlying process at that time in presumptive females of the HT group when compared to the LT group. In addition, with younger fish the dissected gonads can be contaminated with surrounding tissue. In this regard, analyzing gene expression changes due to temperature at the end of the TSP at about 60 dph or even in fish two months older than that would be quite difficult because at this age European sea bass gonads are so small that it is almost impossible to dissect them without taking part of the surrounding tissue, which could alter gene expression data.

To minimize external differences not related to the thermal treatment, the microarray comparison was done between fish of the same age, at a similar developmental stage (no obvious differences in size were observed) and most likely of the same sex, females, as assessed by *cyp19a1a* expression levels, a good marker of phenotypic sex and also of temperature disruption. Thus, we compared normally developing females (LT group) with females previously exposed to elevated temperature (group HT).

At 170 dph, sexually differentiating gonads were cleanly dissected out without any contamination of the surrounding tissues and snap-frozen in liquid Nitrogen for transcriptomic analysis. At 332 dph, gonads were dissected out and weighted (precision 0.01 g) to calculate the gonadosomatic index (GSI) as previously described [46, 71]. Gonads were fixed in 4 % paraformaldehyde (PF) in PBS. Sex ratio of the population was visually assessed (*n* = 151 fish total; HT: *n* = 85 and LT: *n* = 66 fish) coinciding with the last sampling at 332 dph.

Twenty PF-fixed 332 dph gonads per group (10 of each sex) were used for sex assessment and to determine the stage of gonadal development after staining with hematoxylin-eosin (Additional file 2: Figure S1) following conventional histological procedures. Female and male developmental stages were assessed according to Brown-Peterson et al. [72]. Stages of oocyte maturation were classified as: cortical alveolar (CA), primary growth (PG) and primary vitellogenic stage (Vtg1). Male germ cells in different stages of spermatogenesis were classified as: primary spermatogonia (SpgA), primary spermatocytes (Scp1), secondary spermatocytes (Spc2), spermatids (Spd) and spermatozoa (Spz).

### RNA extraction and cDNA synthesis

Total RNA was purified from 170 dph isolated juvenile sexually differentiating gonads with Trizol reagent (Invitrogen- Live Technologies, Scotland, UK). The quality and concentration of the RNA were assessed with a ND-1000 spectrophotometer (NanoDrop Technologies) based on A260 absorbance and checked on a 1 % agarose/formaldehyde gel.

Two hundred nanograms of total RNA were used for cDNA synthesis using SuperScript III Reverse Transcriptase (Invitrogen, Spain) and random hexamer primers (Invitrogen, Spain) following the manufacturer’s instructions and were then treated with E.coli RNAse H in order to remove complementary RNA.

### Quantitative real time PCR (qRT-PCR)

Real time PCRs were performed with two purposes. First, to select 5 fish per treatment at 170 dph for further microarray analysis based on 2DCt *cyp19a1a* qRT-PCR values after a two-step clustering analysis (see statistical section below). At 170 dph, sex differentiation is taking place and differences in *cyp19a1a* expression are evident between presumptive future males and females starting after 120 dph [17]. Thus, determination of *cyp19a1a* levels allowed selecting fish with the highest *cyp19a1a* levels by increasing the chances to concentrate our efforts on the effects of temperature on presumptive future females, which are masculinized in response to temperature. Second, to validate microarray results (*n* = 5 individuals/treatment) and analyze genes that are important either for sex differentiation or related to epigenetic regulatory mechanisms (see Additional file 1: Table S9 for a gene glossary). cDNA was diluted 1:10 for the amplification of the target genes and 1:500 for the housekeeping, reference gene r18S. Primers were designed using Primer 3 Plus (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi/) (Additional file 1: Table S10). A melting curve analysis (95° for 15 s, 60° for 15 s and 95° for 15 s) was performed after the amplification phase to analyze primer specificity (Additional file 1: Table S10). Real-time PCR was performed on an ABI 7900HT (Applied Biosystems) with the following program: an initial UDG decontamination cycle at 50° for 2 min, followed by an activation step of 10 min at 95° and then 40 cycles of 15 s denaturation at 95° and a 1 min annealing/extension step at 60°. Finally, a dissociation step of 15 s at 95° followed by 15 s at 60° was added.

Ten samples per group were run in triplicate in 384-well plates in a final volume of 10 μl per well. Each well contained a mix of 5 μl of SYBRGreen Supermix (Applied Biosystems), 2 μl distilled water, 2 μl primer mix (forward and reverse primers at 10 μM concentration) and 1 μl of cDNA. Controls lacking either cDNA or primers were included per duplicate. Data was collected using SDS 2.3 software (Applied Biosystems) and gene expression levels were calculated using RQ Manager 1.2 (Applied Biosystems). Endogenous control gene r18S was used in all runs to calculate intra- and inter-assay variations. Ct values were adjusted for differences in efficiency of each primer set when analyzing the results, and expression of target genes was normalized to the reference gene (r18S) based on the Schmittgen and Livak [73] method.

### Microarray analysis

Microarray experiments consisted on the comparison of 5 individuals of each temperature group (LT and HT) sampled during the process of sex differentiation at 170 dph. Before microarray hybridizations, the integrity of the total RNA was verified in a 1 μl-sample with a Bioanalyzer 2100 fitted with the RNA 6000 Nano LabChip kit (Agilent, Spain) to assure consistency across samples. Only RNA samples of 100–200 ng/μl and RINs > 7 were used for microarray hybridizations. RNA labelling, hybridizations, and scanning were performed according to the manufacturer’s instructions. Briefly, total RNA (100 ng) was amplified and Cy3-labeled with Agilent’s One-Color Microarray-Based Gene Expression Analysis (Low Input Quick Amp Labelling kit), along with Agilent’s One-Color RNA SpikeIn Kit. After labelling, cRNA was purified with RNeasy mini spin columns (Qiagen), quantified with the Nanodrop ND-1000 and verified using the Bioanalyzer 2100. Each sample (1.65 μg) was hybridized to a custom-made European sea bass microarray containing a total of 17,917 probes (Agilent ID 023790) at 65° for 17 h using Agilent’s GE Hybridization Kit. Washes were conducted as recommended by the manufacturer using Agilent’s Gene Expression Wash Pack with stabilization and drying solution. Arrays were scanned with Agilent Technologies Scanner, model G2505B. Spot intensities and other quality control features were extracted with Agilent’s Feature Extraction software version 10.4.0.0. The complete design has been submitted to Gene Expression Omnibus (GEO)-NCBI database (GSE52307) as well as the platform that validates the microarray (GPL13443).

### Statistical analysis of data

Prior to statistical analysis, the normality of data was checked with the Kolmogorov-Smirnov’s test and the homoscedasticity of variance with the Levene’s test. Data of continuous variables was log transformed when needed. Percentage data such as GSI were arcsine transformed. One-way analysis of variance (ANOVA) was performed to check statistical differences between temperature treatments for SL, BW and GSI data sets including *cyp19a1a* expression levels when considering sex and thermal treatment as separate groups (see *qRT-PCR* section below). *Post hoc* multiple comparisons were carried out using the Tukey’s HSD test. The Student’s *t*-test was used to pairwise compare high *vs*. low aromatase expressors between thermal treatments. The Chi-square test with Yates correction was used to analyze differences in sex ratios. Differences were accepted as significant when *P* < 0.05. Unless otherwise stated, statistical analyses were performed using IBM SPSS Statistics v19.

Quantitative RT-PCR statistical analysis was performed using 2DCt from the processed data [73]. 2DCt results were then checked for normality, homoscedasticity of variance and the Student’s t- test was used to assess differences between treatments.

A two-step cluster analysis using 2DCt *cyp19a1a* qRT-PCR values was used to differentiate among high and low *cyp19a1a* expressors in both the LT and HT groups at 170 dph as previously described [17]. These analyses were performed using PAST software [74].

Microarray raw data was taken from the Feature Extraction output files and was corrected for background noise using the normexp [75] method. To assure comparability across samples, quantile normalization [76] was used. A probe or replicate was considered reliable if its raw foreground intensity was at least two times higher than the respective background intensity and if it was neither saturated nor flagged by the Feature Extraction software. 

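On the arrays as scanned, 18825 of the 24200 probes other than controls had 2 spots, 5321 had 1 spot and 54 had between 15 and 16 spots, so that 78.0% of the probes had at least 2. The SD between the 2 spots of a probe, estimated per array from the median absolute deviation of their log2 differences, lay between 0.12 and 0.20. The files assign the probes to 11705 sequence identifiers, of which 6127 had 3 probes and 5439 had 1. The headers of the files name another array design, scanner model and software version than the methods of the paper.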

On our custom array design, most probes (64.7 %) were represented in two (or in some cases more) identical replicates. Mean intensities of probe replicates were taken in order to yield only one expression value per probe. A probe was considered reliable if at least half of its replicates were individually reliable, as defined above.

Differential expression analysis was carried out on all non-control probes with an empirical Bayes approach on linear models (limma) [77]. Results were corrected for multiple testing according to the False Discovery Rate (FDR) method [78]. 

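On single arrays, between 98.8% and 99.996% of the 24200 probes were reliable, with a foreground at least 2 times the background, no saturation and no flag in at least 50% of their spots. The lowest share was that of HT replicate 1 and the highest that of LT replicate 3. 23758 probes (98.2%) were reliable on all 10 arrays and 98.8% on the 9 arrays without HT replicate 1.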

Genes were selected as differentially expressed if they had an adjusted *p*-value <0.05, an absolute fold change (FC) >1.2 and were reliable, as defined above, in all samples. All statistical analyses were performed with the Bioconductor project (http://www.bioconductor.org/) in the R statistical environment (http://cran.rproject.org/) [79].

For gene annotation enrichment analysis, gene names, gene synonyms and gene functions were addressed using mostly Genecards (http://www.genecards.org/) and Uniprot (http://www.uniprot.org/). The web-based tool AMIGO (http://amigo.geneontology.org/amigo) Gene Ontology [80] was used to retrieve the differentially expressed (DE) gene sequences. After obtaining the sequences, Blast2GO software [81] was used to enrich GO term annotation and to analyze the altered KEGG pathways (http://www.genome.jp/kegg/) that include those DE genes in order to extract a broader biological meaning. Using Blast2GO a reference set containing all the genes from the custom-made microarray was analyzed and used to check if the GO terms were enriched in a test group (DE genes set) when compared to it by a Fisher’s Exact Test with Multiple Testing Correction of FDR [59]. Also DAVID (https://david.ncifcrf.gov/) [82, 83] was used to further analyze and verify the pathways to which the DE genes belong.

### Availability of supporting data

The complete design can be accessible at the Gene Expression Omnibus (GEO)-NCBI database (GSE52307) as well as the platform that validates the microarray (GPL13443); http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=gfingckwblqhpwh&acc=GSE52307.

## Additional files

Additional file 1: Table S1. Summary of the studies on the effects of temperature on gene expression in fish. **Table S2.** Differentially expressed genes summary results. **Table S3**. Differentially expressed genes summary results. **Table S4.** Fisher’s exact test with multiple testing correction of FDR depicting the over-represented GO terms. **Table S5.** Summary of the KEGG pathways from the up- and downregulated gene list. **Table S6.** Microarray versus qRT-PCR fold change results for 15 selected reproduction-related genes. **Table S7.** Epigenetic regulatory mechanisms- related genes implicated in sex differentiation as discussed in Piferrer [54] that are present in the European sea bass custom-made microarray used in this study. **Table S8.** Comparison between the microarray results of this study and those reported in the literature on effects of temperature at the transcriptomic level (Gracey et al. [29]; Podrabsky and Somero [30]; Cossins et al. [32]; Vergauwen et al. [38]; Chojnowski and Braun [63]). **Table S9.** Gene abbreviation glossary. **Table S10.** Quantitative QRT-PCR primer characteristics. (DOCX 128 kb) Additional file 2: Figure S1. Photomicrographs of one-year-old European sea bass gonads. (A) LT females, (B) HT females, (C) LT males and (D) HT males. Scale bar = 50 μm. **Figure S2.** GO terms results and classification in two main categories of the upregulated genes in the HT group: A, molecular function (MF); and B, cell component (CC). **Figure S3.** GO terms results and classification in two main categories of the downregulated genes in the HT group: A, molecular function (MF); and B, cell component (CC). **Figure S4.** Diagram on European sea bass sex differentiation events, experimental design and sampling strategy. On a calibrated age scale, the bottom panel illustrates the main events related to gonadal sex differentiation. The middle panel depicts the low (LT) and high (HT) temperature periods, matching the thermosensitive period (TSP). The boxes indicate the sampling for transcriptomic analysis in relation to age and events of sex differentiation. The top panel highlights the two main samplings of the experiment and the type of the performed analyses. (DOCX 1693 kb)

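Table S6 and Table S8 name 4 genes of gonadal differentiation or function whose probes could be found in the files by their probe IDs in Table S8. Anti-Müllerian hormone (amh), a gene of testis differentiation, had 2 sequences. The probes of one (CUST_20077, CUST_20078 and CUST_20079) had log2 fold changes of 3.00, 3.58 and 3.66 over 9 fish, while those of the other (CUST_1012, CUST_1013 and CUST_1014) had 0.053, 0.18 and 0.025 and were well above background on only 1 to 4 of the 10 arrays. The brightest probe, CUST_20078, had 9.45 ± 2.26 (SD, n = 5) in the LT group and 13.0 ± 0.55 (SD, n = 4) in the HT group (log2 fold change 3.58, standard error 1.02, adjusted p = 0.166 from limma). The spread in the LT group came from LT replicate 2, at 13.4, against 7.93 to 9.32 in the other 4 LT fish. HT replicate 1 was at 7.25, below all other fish, and with it the log2 fold change was 2.42 (adjusted p = 0.775 from limma). Without LT replicate 2 the log2 fold change was 4.56, with an adjusted p of 0.000635 from limma, the lowest of 22 alternatives, which ranged up to 0.775.
For dmrt1, a transcription factor of testis differentiation, the brightest of 3 probes (CUST_10632) had 7.17 ± 0.83 (SD, n = 5) in the LT group, where 3 of the 5 arrays measured it well above background, and 8.46 ± 0.25 (SD, n = 4) in the HT group (log2 fold change 1.29, standard error 0.39, adjusted p = 0.169 from limma). The other 2 probes of the sequence rose less, CUST_10630 by a log2 fold change of 0.23 and CUST_10631 by 0.44. The value of CUST_10632 moved most with the processed signal scaled by its 75th percentile, to 2.90 (adjusted p = 0.0703 from limma). LT replicate 2, at 8.61, was again above the other LT fish, and HT replicate 1 had 7.02. Aquaporin 1 (aqp1, CUST_12363) had 9.93 ± 2.03 (SD, n = 5) in the LT group and 7.60 ± 0.22 (SD, n = 4) in the HT group (log2 fold change -2.32, standard error 0.90, adjusted p = 0.228 from limma). LT replicate 3 had 13.1 and the other LT fish 8.05 to 10.5, and without it the log2 fold change was -1.52 (adjusted p = 0.231 from limma). HT replicate 1, at 7.59, was at the level of the other HT fish for this gene, and all 5 HT fish were below all 5 LT fish (two-sided exact permutation test over all 10 fish, p = 0.00794). Brain aromatase (cyp19a1b, CUST_537) did not differ, with 9.75 ± 0.55 (SD, n = 5) and 9.76 ± 0.51 (SD, n = 4) and an adjusted p of 0.999 from limma. With array weights over all 10 fish, the adjusted p from limma was 0.0314 for amh, 0.0387 for dmrt1 and 0.0451 for aqp1, and with 75th percentile scaling after normexp it was 0.0436 for amh and 0.0408 for dmrt1. For dmrt1 it was lowest without LT replicate 2, at 0.00169 (log2 fold change 1.65), and ranged up to 0.695, and for aqp1 it ranged from 0.0451 to 0.655. By qRT-PCR the paper found dmrt1 significantly higher and aqp1 significantly lower in the HT group, and no significant difference for amh or cyp19a1b. The paper's array fold changes of amh (6.36), dmrt1 (1.73), aqp1 (-5.47) and cyp19a1b (1.06) were not significant either.
Across the 176 probes of Table S8, which are not independent replicates, the Spearman correlation of the tabled fold change with the log2 fold change over 9 fish was -0.00016 as the table is printed (permutation test, p = 0.998) and 0.219 with each probe set against the value 1 row above it (p = 0.00367).

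**Figure D3:**
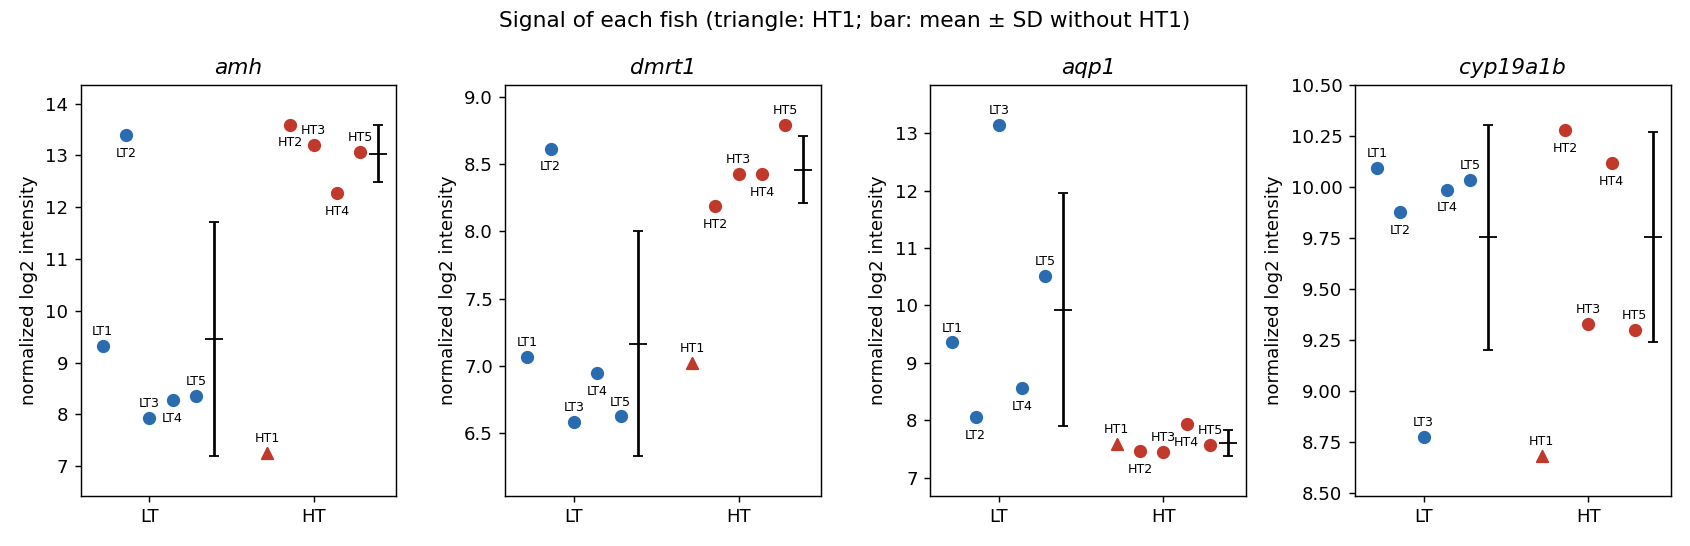
Normalized log2 intensity of the brightest probe of amh, dmrt1, aqp1 and cyp19a1b in each fish, with 1 point per fish and the mean ± SD of each group without HT replicate 1, which is drawn as a triangle. For amh, LT2 lies at 13.4 among the HT fish and HT1 at 7.25 below all fish, while for aqp1 all 5 HT fish lie below all LT fish.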

# Supplementary material for: Lasting effects of early exposure to temperature on the gonadal transcriptome at the time of sex differentiation in the European sea bass, a fish with mixed genetic and environmental sex determination
**Source:** BMC Genomics. 2015 Sep 4;16(1):679. doi: 10.1186/s12864-015-1862-0
**Supplement:** Additional file 1: Table S1. — Summary of the studies on the effects of temperature on gene expression in fish. Table S2. Differentially expressed genes summary results. Table S3. Differentially expressed genes summary results. Table S4. Fisher’s exact test with multiple testing correction of FDR depicting the over-represented GO terms. Table S5. Summary of the KEGG pathways from the up- and downregulated gene list. Table S6. Microarray versus qRT-PCR fold change results for 15 selected reproduction-related genes. Table S7. Epigenetic regulatory mechanisms- related genes implicated in sex differentiation as discussed in Piferrer [54] that are present in the European sea bass custom-made microarray used in this study. Table S8. Comparison between the microarray results of this study and those reported in the literature on effects of temperature at the transcriptomic level (Gracey et al. [29]; Podrabsky and Somero [30]; Cossins et al. [32]; Vergauwen et al. [38]; Chojnowski and Braun [63]). Table S9. Gene abbreviation glossary. Table S10. Quantitative QRT-PCR primer characteristics.

**Supplementary Table 1.** Summary of the studies on the effects of temperature on gene expression in fish

**Supplementary Table 2.** Differentially expressed genes summary results

| HT vs. LT | # downregulated genes | # upregulated genes | # Total |
| --- | --- | --- | --- |
| Total annotated genes | 14,753 | 3,164 | 17,917 |
| Without repetitions | 4,789 | 1,360 | 6,149 |
| Significant genes (without repetitions) | 9 | 18 | 27 |

**Supplementary Table 3.**. Differentially expressed genes summary results

| Gene symbol | Gene name | Fold change (FC) | Adjusted *p*-value | Brief function description |
| --- | --- | --- | --- | --- |
| *adcy7* | Adenylate cyclase 7 | 1.688 | 3.01e-02 | Bound to the membrane and inhibitable by calcium. |
| *aptx* | Aprataxin | 1.801 | 4.53e-02 | DNA-binding protein involved in single- and soluble- strand DNA break repair and base excision repair. |
| *ca1* | Carbonic anhydrase | -3.173 | 4.53e-02 | Interconverts carbon dioxide and bicarbonate to maintain acid-base balance in blood and other tissues, and to help transport carbon dioxide out of tissues. |
| *ccbl1* | Cysteine conjugate beta-lyase cytoplasmic, isoform CRA-a | 1.324 | 4.53e-02 | Metabolism of cysteine conjugates of certain halogenated alkenes and alkanes. Can form reactive metabolites leading to nephrotoxicity, neurotoxicity and reproduction problems. |
| *cdc42ep3* | Cdc42 effector protein 3 | -1.986 | 2.41e-02 | Development of germ lines in flies and worms. May be a target of PUMILIO2 in human male testis. |
| *cg10623* | DmeI-CG10623 | 1.980 | 4.53e-02 | Homocysteine S-methyltransferase 1-like |
| *cldn3* | Claudin 3a | -4.265 | 2.08e-02 | Integral membrane protein and a component of tight junction strands. Major role in tight junction-specific obliteration of the intercellular space, through calcium-independent cell-adhesion activity. |
| *cmbl* | Carboxymethylene-butenolidase homolog | 2.377 | 4.53e-02 | Cysteine hydrolase. |
| *cno* | Cappuccino homolog | 1.369 | 4.53e-02 | Maternal effect loci: anteroposterior and dorsoventral patterns. May play a role in organelle biogenesis (lysosomes, melanosomes). |
| *cry-dash* | Cryptochrome DASH | 1.780 | 4.53e-02 | May have a photoreceptor function. Circadian clocks input, UV-damage repair (single-stranded DNA). Responsible of massive spawning during full moon in corals. |
| *ecm1* | Extracellular matrix protein 1 | -13.617 | 2.08e-02 | Involved in endochondral bone formation as negative regulator of bone mineralization. Also, stimulates the proliferation of endothelial cells and promotes angiogenesis. Present in maturing trout ovaries and in a higher concentration when compared to testis or pre-spawning ovaries. |
| *gnai1* | Guanine nucleotide-binding protein G(i) subunit alpha-1 | 1.913 | 2.58e-02 | Modulators or transducers in various transmembrane signaling systems. Involved in hormonal regulation of adenylate cyclase by inhibiting the cyclase in response to beta-adrenergic stimuli. May also play a role in cell division. |
| *gng13* | Guanine nucleotide binding protein G(I)/G(S)/G(O) subunit gamma-13 | -1.795 | 2.08e-02 | Modulators or transducers in various transmembrane signaling systems. Regulation of melatonin receptors in the brain. |
| *gtf3c1* | General transcription factor 3C polypeptide 1 | 2.697 | 2.08e-02 | Required for RNA polymerase III-mediated transcription. |
| *hdac11* | Class 4 histone deacetylase 11 protein | 1.647 | 2.08e-02 | Deacetylates lysine residues on the N-terminal part of the core histones (H2A, H2B, H3 and H4). Giving a tag for epigenetic repression, thus playing an important role in transcriptional regulation, cell cycle progression and developmental events. |
| *igf1* | Insulin-like growth factor I | -7.119 | 4.53e-02 | Related to insulin with a high growth-promoting activity. Sex steroids, growth hormone and igf1 play a role in neuroendocrine and metabolic regulation of puberty. |
| *kin* | DNA/RNA binding protein KIN17 | 1.422 | 2.86e-02 | Involved in DNA replication and cellular response to DNA damage. May form a bridge between DNA replication and repair mediated by high molecular weight complexes. May also play a role in illegitimate recombination and regulation of gene expression. |
| *nefm* | Neurofilament medium polypeptide | 1.472 | 2.08e-02 | Involved in the maintenance of neuronal caliber. They may also play a role in intracellular transport to axons and dendrites. |
| *pddc1* | Parkinson disease 7 domain containing 1 | 1.666 | 2.08e-02 | Regulation of cell cycle arrest and apoptosis following double strand DNA breaks. |
| *prpf40a* | Pre-mRNA processing factor 40 homolog A | 2.00 | 2.08e-02 | Plays a role in the regulation of cell morphology and cytoskeletal organization, in cell shape and migration control; and may be involved in pre-mRNA splicing. |
| *smtn1* | Smoothelin 1 | -4.881 | 2.08e-02 | A key factor governing sexual development and pregnancy. Induces adaptations in smooth and striated muscle. Produces infertility in KO mice phenotype. |
| *ston1-gtf2a1l* | Protein STON1-GTF2A | 1.667 | 4.53e-02 | Not determined yet. |
| *tep1* | Telomerase protein component 1 | 1.894 | 2.08e-02 | Telomerase activity which catalyzes the addition of new telomeres on the chromosome ends. Its activity is related to a DNA-methylation increase and to a telomeric transcription reduction. |
| *tmpo* | Lamina-associated polypeptide 2, isoform alpha | 2.182 | 2.58e-02 | May maintain the structural organization of the nuclear envelope. May be involved in the structural organization of the nucleus and in the post-mitotic nuclear assembly. *tmpo1* and *tmpo5* may play a role in T-cell development and function. |
| *tnnI* | Troponin-I isoform 2 | 1.695 | 2.05e-02 | Thin filament regulatory complex which confers calcium-sensitivity to striated muscle actomyosin ATPase activity. Controls ovulatory contraction of non-striated actomyosin network in gonads. |
| *wisp1* | WNT1 inducible signaling pathway protein 1 | -1.684 | 3.44e-02 | Associated with cell survival, p53-mediated apoptosis attenuation in response to DNA damage and with the up-regulation of the anti-apoptotic Bcl-X(L) protein. Sex hormone signaling in endometrial homeostasis. |
| *yes1* | Tyrosine protein kinase Yes | -1.356 | 4.53e-02 | Involved in the regulation of cell growth and survival, apoptosis, cell-cell adhesion, cytoskeleton remodeling, differentiation and cell cycle progression (regulating the G1 phase by cdk4 phosphorylation and the G2/M progression and cytokinesis). |

Note: Function description taken from Genecards ([http://www.genecards.org](http://www.genecards.org/)) and Uniprot ([http://www.uniprot.org](http://www.uniprot.org/)) databases.

**Supplementary Table 4.** Fisher’s exact test with multiple testing correction of FDR depicting the over-represented GO terms

| GO Term | Name | Type | FDR | p-value | # in test group | # in reference group | # non annotated test group | # non annotated reference group | Over/Under |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| GO:0003008 | System process | Biological process | 1.8e-02 | 5.1e-06 | 9 | 342 | 19 | 6,672 | Over |
| GO:0051970 | Negative regulation of transmission of nerve impulse | Biological process | 1.8e-02 | 6.6e-06 | 3 | 7 | 25 | 7,007 | Over |
| GO:0050805 | Negative regulation of synaptic transmission | Biological process | 1.8e-02 | 6.6e-06 | 3 | 7 | 25 | 7,007 | Over |
| GO:0031645 | Negative regulation of neurological system process | Biological process | 1.8e-02 | 6.6e-06 | 3 | 7 | 25 | 7,007 | Over |
| GO:0007193 | Adenylate cyclase-inhibiting G-protein coupled receptor signaling pathway | Biological process | 2.6e-02 | 1.2e-05 | 3 | 9 | 25 | 7,005 | Over |

**Supplementary Table 5.** Summary of the KEGG pathways from the up- and downregulated gene list

| Pathway name | # sequences | # enzymes | Genes involved | Up/Down |
| --- | --- | --- | --- | --- |
| Alanine, aspartate and glutamate metabolism | 1 | 1 | *ccbl1* | Up |
| Cysteine and methionine metabolism | 2 | 2 | *cg10623 + ccbl1* | Up |
| Glyoxylate and dicarboxylate metabolism | 1 | 1 | *aptx* | Up |
| Inositol phosphate metabolism | 1 | 2 | *teP1* | Up |
| Nitrogen metabolism | 1 | 1 | *ca1* | Down |
| Phenylalanine metabolism | 1 | 1 | *ccbl1* | Up |
| Phenylalanine, tyrosine and tryptophan biosynthesis | 1 | 1 | *ccbl1* | Up |
| Phosphatidylinositol signaling system | 1 | 2 | *tep1* | Up |
| Purine metabolism | 1 | 1 | *adcy7* | Up |
| T cell receptor signaling pathway | 1 | 1 | *yes1* | Down |
| Tropane, piperidine and pyridine alkaloid biosynthesis | 1 | 1 | *ccbl1* | Up |
| Tryptophan metabolism | 1 | 1 | *ccbl1* | Up |
| Tyrosine metabolism | 1 | 1 | *ccbl1* | Up |

**Supplementary Table 6.** Microarray versus qRT-PCR fold change results for 15 selected reproduction-related genes

|  | Microarray | | qRT-PCR | |
| --- | --- | --- | --- | --- |
| Genes | Fold change (FC) | Adjusted *P*-value | Fold change (FC) | *P*-value |
| *amh* | 6.36 | 0.288 | 1.40 | 0.236 |
| *aqp1* | -5.47 | 0.169 | 0.11 | 0.023* |
| *col18a1* | 2.56 | 0.259 | 0.59 | 0.566 |
| *cyp19a1a* | -1.70 | 0.740 | 0.22 | 0.039* |
| *cyp19a1b* | 1.06 | 0.756 | 0.97 | 0.388 |
| *dmrt1* | 1.73 | 0.339 | 5.19 | 0.017* |
| *gnrh* | -1.08 | 0.965 | 13.61 | 0.083 |
| *igf1* | -7.12 | 0.045* | 0.90 | 0.901 |
| *mettl22* | 1.17 | 0.567 | 2.26 | 0.134 |
| *prl* | -1.02 | 0.974 | 3.24 | 0.039 |
| *sox17* | -1.20 | 0.724 | 0.87 | 0.528 |
| *star* | 1.56 | 0.401 | 2.75 | 0.036* |
| *tesc* | 1.09 | 0.900 | 1.06 | 0.219 |
| *vasa* | - | - | 12.74 | 0.057 |
| *wisp1* | -1.39 | 0,020* | -2.08 | 0.064 |

**Supplementary Table 7.** Epigenetic regulatory mechanisms- related genes implicated in sex differentiation as discussed in Piferrer (2013) that are present in the European sea bass custom-made microarray used in this study

|  |  |  | Upregulated | | Downregulated | |
| --- | --- | --- | --- | --- | --- | --- |
| Gene type | Gene name | Gene abbreviation | FC | Adjusted p-value | FC | Adjusted p-value |
| Heat shock proteins | heat responsive protein 12 | *hrsP12* | 1,50 | 0,536 | - | - |
|  | heat shock factor binding protein 1 | *hsbP1* | - | - | -1,13 | 0,706 |
|  | heat shock protein 10 | *hsPa10* | - | - | -1,15 | 0,869 |
|  | heat shock protein 14 | *hsPa14* | 1,20 | 0,694 | - | - |
|  | heat shock protein 4 | *hsPa4* | - | - | -1,23 | 0,689 |
|  | heat shock protein 60 | *hsPa60* | - | - | -1,15 | 0,824 |
|  | heat shock protein 70 | *hsPa70* | 1,29 | 0,513 | - | - |
|  | heat shock protein 70 binding protein | *hsPa70bP* | - | - | 1,05 | 0,973 |
|  | heat shock protein 70 isoform 3 | *hsPa70* | 1,20 | 0,893 | - | - |
|  | heat shock protein 71 | *hsPa71* | 1,16 | 0,897 | - | - |
|  | heat shock protein 90B | *hsPa90b* | 1,63 | 0,351 | - | - |
|  | heat shock protein transcription factor 2 binding protein | *hsf2bP* | - | - | 1,0 | 0,906 |
| Histone deacetylases | histone deacetylase | *hdac* | - | - | -1,1 | 0,949 |
|  | histone deacetylase 11 | *hdac11* | 1,64 | 0,424 | - | - |
|  | histone deacetylase 7 isoform D | *hdac7* | - | - | 1,1 | 0,520 |
| Dicer | dicer 1 (DCR-1 homolog) | *dicer1* | - | - | -1,1 | 0,384 |
| Jarid (Jumonji) | Histone demethylase JARID1B | *kdm5b* | 1,2 | 0,766 | - | - |
|  | Protein Jumonji | *jarid2a* | - | - | -1,1 | 0,762 |
| JmjC-containing H3K9 demethylase | Lysine-specific demethylase 3a | *kdm3a* | 1,2 | 0,647 | - | - |
|  | Lysine-specific demethylase 3b | *kdm3b* | 1,3 | 0,259 | - | - |
|  | Lysine-specific demethylase 6b | *kdm6b* | - | - | 1,1 | 0,973 |
| Polycomb | Polycomb group RING finger protein 2 | *pcgf2* | 1,4 | 0,193 | - | - |
|  | Polycomb group RING finger protein 5 | *pcgf5* | 1,3 | 0,420 | - | - |
|  | Polycomb group RING finger protein 6 | *pcgf6* | 1,3 | 0,446 | - | - |
| Thritorax suppressor | suppressor of zeste 12 homolog | *suz12* | - | - | 1,0 | 0,934 |
| Histone-lysine N-methyltransferase | Euchromatic histone-lysine N-methyltransferase 2 | *ehmt2* | 1,7 | 0,127 | - | - |

**Supplementary Table 8.** Comparison between the microarray results of this study and those reported in the literature on effects of temperature at the transcriptomic level (Gracey et al., 2004; Podrabsky and Somero, 2004; Cossins et al., 2006; Vergauwen et al., 2010; Chojnowski and Braun, 2012)

**Supplementary Table 9.** Gene abbreviation glossary

| Gene abbreviations | Gene name |
| --- | --- |
| *adcy7* | Adenylate cyclase 7 |
| *amh* | Anti-Müllerian hormone |
| *aptx* | Aprataxin |
| *aqp1* | Aquaporin 1 |
| *ca1* | Carbonic anhydrase 1 |
| *ccbl1* | Cysteine conjugate beta-lyase cytoplasmic, isoform CRA_a |
| *cdc42ep3* | Cdc42 efector protein 3 |
| *cg10623* | DmeI-CG10623 |
| *cldn3* | Claudin 3 |
| *cmbl* | Carboxymethylenebutenolidase homolog |
| *cno* | Cappuccino homolog |
| *col18a1* | Collagen alpha-1 (XVIII) chain |
| *cry-dash* | Cryptochrome DASH |
| *cyp19a1a* | Cytochrome P450, family 19, subfamily A, polypeptide 1a |
| *cyp19a1b* | Cytochrome P450, family 19, subfamily A, polypeptide 1b |
| *dicer1* | Endoribonuclease Dicer |
| *dmrt1* | Doublesex- and mab-3- related transcription factor I |
| *ecm1* | Extracellular matrix protein 1 |
| *ehmt2* | Euchromatic histone-lysine N-methyltransferase 2 |
| *gnai1* | Guanine nucleotide-binding protein G(i) subunit alpha-1 |
| *gng13* | Guanine nucleotide-binding protein G(I)/G(S)/G(O) subunit gamma-13 |
| *gnrh* | Gonadotropin-releasing hormone |
| *nr3c1* | Glucocorticoid receptor |
| *gtf3c1* | General transcription factor 3C polypeptide 1 |
| *hdac11* | Histone deacetylase 11 |
| *hsd11b1* | 11β-hydroxysteroid dehydrogenase |
| *igf1* | Insulin-like growth factor I |
| *jarid2a* | Protein Jumonji |
| *kin* | DNA/RNA-binding protein KIN17 |
| *mettl22* | Methyltransferase-like protein 22 |
| *nefm* | Neurofilament medium polypeptide |
| *pcgf2* | Polycomb group ring finger 2 |
| *pddc1* | Parkinson disease 7 domain-containing protein 1 |
| *prl* | Prolactin |
| *prpf40a* | Pre-mRNA-processing factor 40 homolog A |
| *r18S* | r18S |
| *smtn1* | Smoothelin 1 |
| *sox17* | HMG-box transcription factor SOX17 |
| *star* | Steroidogenic acute regulatory protein |
| *ston1-gtf2a1l* | Protein STON1-GTF2A |
| *suz12* | Suppressor of zeste 12 homolog |
| *tep1* | Telomerase protein component 1 |
| *tesc* | Tescalcin |
| *tmpo* | Lamina-associated polypeptide 2, isoform alpha |
| *tnnI* | Troponin I |
| *vasa* | Vasa protein |
| *wisp1* | WNT1 inducible signaling pathway protein 1 |
| *yes1* | Tyrosine protein kinase Yes |

**Supplementary Table 10.** Quantitative QRT-PCR primer characteristics

# Supplementary material for: Lasting effects of early exposure to temperature on the gonadal transcriptome at the time of sex differentiation in the European sea bass, a fish with mixed genetic and environmental sex determination
**Source:** BMC Genomics. 2015 Sep 4;16(1):679. doi: 10.1186/s12864-015-1862-0
**Supplement:** Additional file 2: Figure S1. — Photomicrographs of one-year-old European sea bass gonads. (A) LT females, (B) HT females, (C) LT males and (D) HT males. Scale bar = 50 μm. Figure S2. GO terms results and classification in two main categories of the upregulated genes in the HT group: A, molecular function (MF); and B, cell component (CC). Figure S3. GO terms results and classification in two main categories of the downregulated genes in the HT group: A, molecular function (MF); and B, cell component (CC). Figure S4. Diagram on European sea bass sex differentiation events, experimental design and sampling strategy. On a calibrated age scale, the bottom panel illustrates the main events related to gonadal sex differentiation. The middle panel depicts the low (LT) and high (HT) temperature periods, matching the thermosensitive period (TSP). The boxes indicate the sampling for transcriptomic analysis in relation to age and events of sex differentiation. The top panel highlights the two main samplings of the experiment and the type of the performed analyses.

**Supplementary Figure 1**

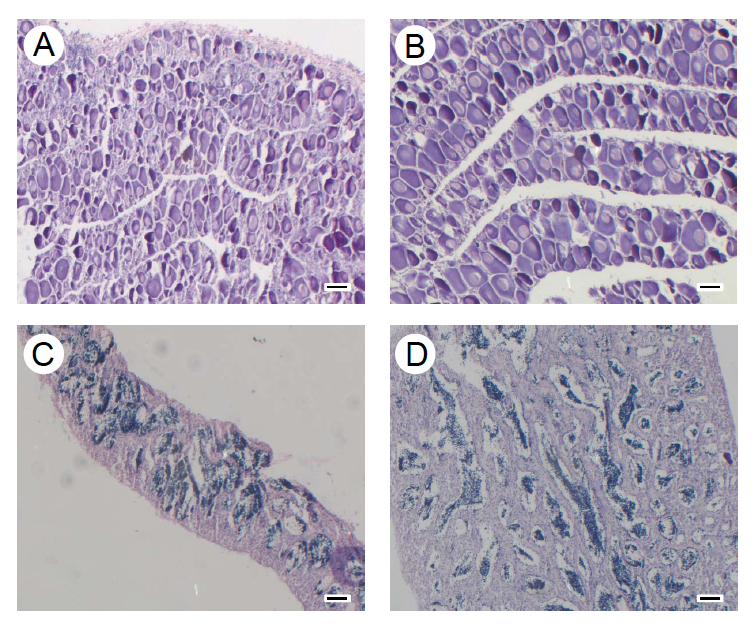

Supplementary Figure 1. Photomicrographs of cross sections of one-year-old European sea bass gonads. A) Low temperature females; B) High temperature females; C) Low temperature males; D) High temperature males. Scale bar = 50 µm.

**Supplementary Figure 2**

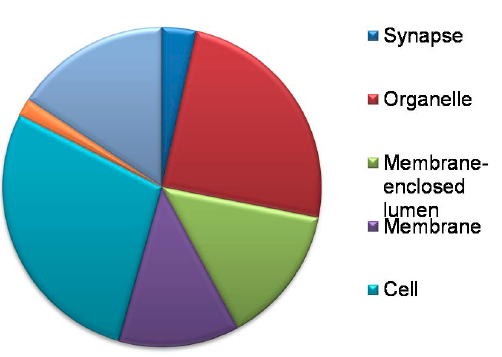

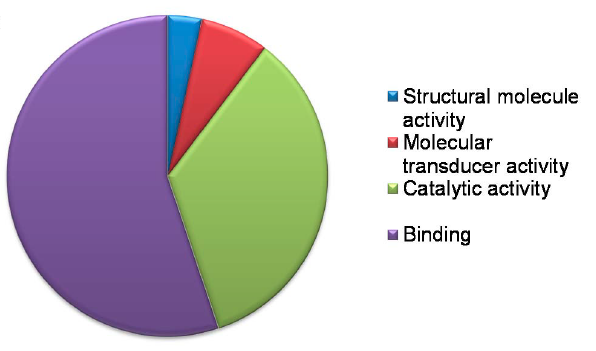

A

B

Supplementary Figure 2. GO terms results and classification in two main categories of the upregulated genes in the high temperature (HT) group. A) Molecular function (MF); B) Cell component (CC).

**Supplementary Figure 3**

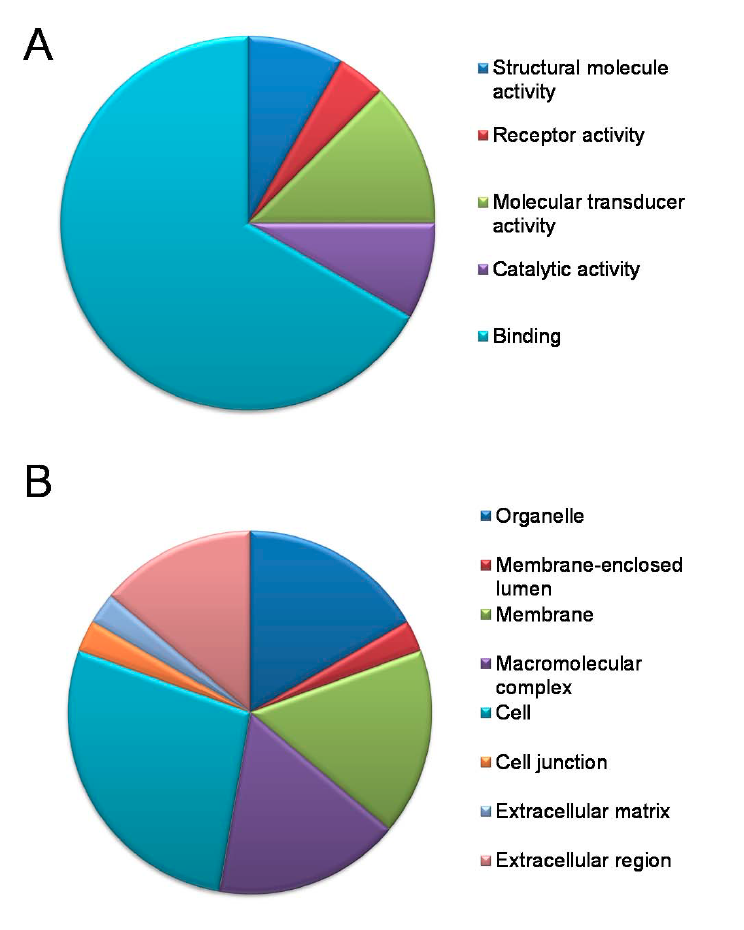

Supplementary Figure 3. GO terms results and classification in two main categories of the downregulated genes in the high temperature (HT) group. A) Molecular function (MF); B) cell component (CC).

**Supplementary Figure 4**

**
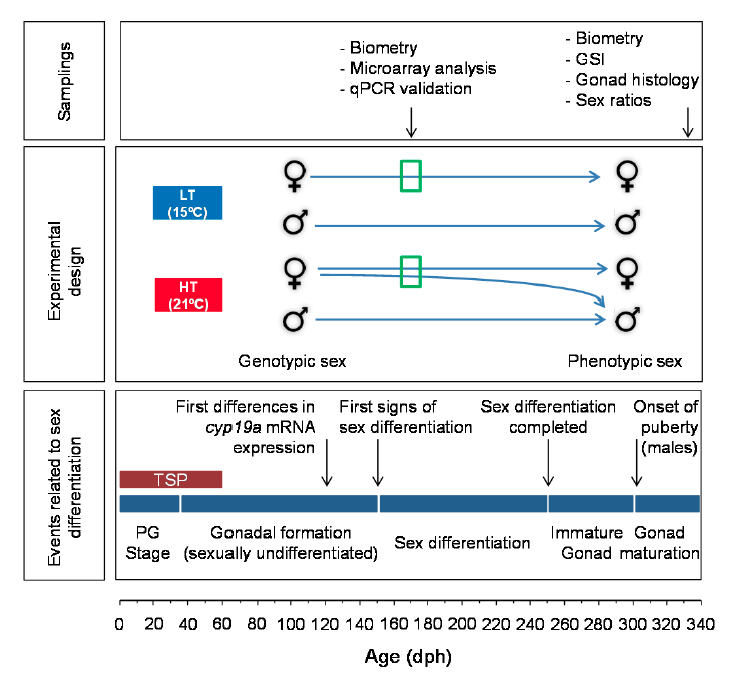
**

Supplementary Figure 4. Diagram on European sea bass sex differentiation events, experimental design and sampling strategy. On a calibrated age scale, the bottom panel illustrates the main events related to gonadal sex differentiation, from the pregonadal (PG) stage until the onset of puberty. The middle panel depicts the low (LT) and high (HT) temperature periods, within the thermosensitive period (TSP). The open green boxes indicate the sampling for transcriptomic analysis in relation to age and events of sex differentiation, meaning that in both groups females were targeted since fish with the highest *cyp19a1a* mRNA levels were chosen in each case. The top panel highlights the two main samplings of the experiment and the type of the analyses carried out in each one of them.

How the deposited data were processed for this re-analysis (not part of the article)

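The arrays measured RNA of gonads taken at 170 dph from 5 LT fish, reared at 15 °C, and 5 HT fish, exposed to 21 °C from 20 to 60 dph. Samples were grouped by the thermal regime and replicate number in their labels. HT replicate 1 was taken as the fish that the paper left out, since Fig. 2 shows LT replicates 1 to 5 and HT replicates 2 to 5.

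The authors deposited 1 scanner file per array with foreground, background and processed intensity values per spot, which the scanner software made without normalization between arrays. The array design, scanner model and software version in the headers of these files are not those that the paper states. They also deposited a table of normalized log2 values for all 10 arrays, with 21701 probes other than controls. Each column of that table correlated with the normalized scanner values of its own array at 0.9985 to 0.9996, and less with those of every other array. It was used as an alternative. The files pair no probe with a gene name, so genes were found through the 176 probe IDs of Table S8 and the other probes with the same sequence identifier. Of the 24200 probe names and 11705 sequence identifiers, 0 were found in the gene table of the sea bass assembly dlabrax2021, so it was not used here.

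From the spot intensities, background was corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3, with all spots in the fit. Control spots were left out, the 10 arrays were quantile normalized together, and the spots of a probe were averaged without those flagged as outliers, unless all of its spots on an array were flagged. The plan named mean foreground intensities, but the files hold medians, so medians were used for foreground and background. Groups were compared with lmFit and eBayes and Benjamini-Hochberg adjustment over 24200 probes, first over 9 and then over 10 fish. A probe was called at an adjusted p below 0.05, a fold change above 1.2 and, as the paper defines it, reliability in all fish compared. The named genes were those of Table S3, Table S6 and Table S7 and of the text that could be found by probe ID, each represented by the probe with the highest mean over 9 fish. As 0 probes were called, no further probes were named by that rule. Apolipoprotein AI precursor, cofilin 2, granulin-a and slow myosin heavy chain 3 were named after their values were seen. The probes of the other genes of Tables S3, S6 and S7 were not analysed here.

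Sets were defined by words in the descriptions of Table S8, with 1 probe per sequence, and tested with camera (preset correlation 0.01), with fry and, after the other results were seen, with an exact permutation test of their mean per fish. They held 7 heat shock, 3 proteasome, 23 cold-induced, 3 muscle and 3 gut and pancreas sequences. The lists of epigenetic genes, oocyte markers and blood markers matched 0 descriptions and translation elongation factors 1, so these were not tested. Single values were compared by two-sided exact permutation tests, and rank correlations by 100000 permutations. Principal components were taken from all probes, centred and not scaled. The call and the set tests were tested on simulated data with 200 changed probes and noise drawn for each probe on its own. The exact test was checked on known values. The differences between HT replicates 2 and 3, the closest pair of arrays, correlated at 0.628 between the 2 copies of a probe, so the 2 hybridisations were not copies of each other. Whether their RNA differed was not tested, and they were counted as separate fish as labelled.

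Arrays with the same replicate number lay on the same slide, according to the headers of the files, so the slide pairs them. The deviations of the 2 arrays of a slide from their group means correlated at 0.374, 0.488, 0.0802, -0.233 and 0.188 for slides 1 to 5.

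The following alternatives were set before the data were examined: a normexp offset of 0, the processed signal scaled by the 75th percentile of each array, that scaling or cyclic loess after normexp, a test of reliable probes only, no reliability filter, the deposited log2 table, the slide as a block, all 10 fish with and without that block, each fish left out in turn, trended robust variances, array weights over all 10 fish, and no minimum fold change or 1 of 2. Keeping flagged spots, applying the alternatives to the comparison of all 10 fish, and combining the deposited table with all 10 fish and with array weights were added after seeing the data, as was a comparison of the paper's fold changes with the other probes of a gene. A count of distinct gene descriptions was not run, since the files hold none. Figures were drawn with matplotlib 3.10.9.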

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

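In 87 groups of 4 or 5 values (7 measures of the arrays and 22 named genes, in the LT group, the HT group and the HT group without replicate 1), 16 had 1 fish farther from the others than Dixon's 95% critical value. Chance alone gives about 1 in 20, which would be 4.35, and the groups are not independent. All tests of explanations below were chosen after the result was seen.

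HT replicate 1 stood apart from the other HT fish on the first principal component of all 10 fish, with a gap of 0.788 of the range, and in its mean correlation with the other arrays, 0.843 against 0.920 to 0.947 (0.742 of the range). It was also the highest HT fish in hsp10 (0.814 of the range), the proteasome alpha subunit (0.828) and the proteasome 26S subunit (0.729), and the lowest in hsp47 (0.857), amh (0.792) and slow myosin heavy chain 3 (0.732). Weak signal on its array does not account for it, since over the probes well above background on all 10 arrays its gap on the first component was 0.797. Quantile normalization does not account for its low correlation with the other arrays, since without it the gap in mean correlation was 0.739. It does bear on the distance along the first component, where the gap fell to 0.174 with 75th percentile scaling after normexp and to 0.564 with the processed signal, and stayed at 0.814 with cyclic loess. RNA of muscle, gut or pancreas is not what set it apart, since 0 of the 6 marker sequences of these tissues were highest in this fish. RNA of a tissue outside these lists, another stage or sex of this gonad, and a degraded or mixed sample were not tested and stay open.

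LT replicate 2 was the highest LT fish in amh (0.746 of the range), dmrt1 (0.763) and slow myosin heavy chain 3 (0.833), and in all 3 it lay closer to HT replicates 2 to 5 than to the other LT fish. For the brightest probe of each gene, the 5 fish with the highest amh signal, LT replicate 2 and HT replicates 2 to 5, were also the 5 with the highest dmrt1 signal. Of the other dmrt1 probes, which rose less, CUST_10631 shared all 5 of these fish and CUST_10630 shared 4. An overlap of 5 of 5 has an exact p of 0.00397 when any 5 of the 10 fish are equally likely. This is consistent with fish that differ in the state of the gonad, beside any effect of temperature, as both genes are known from testis differentiation. It is a hypothesis, found and tested on the same fish, and the histology or sex of the fish was not analysed here. The paper chose these 10 fish for high cyp19a1a, as putative females. LT replicate 2 also had the highest signal of the 10 fish in all 3 gut and pancreas sequences. These were carboxypeptidase A1 (7.66), elastase 1 precursor (9.12) and elastase-like serine protease (8.76). Whether RNA of such tissues was in this gonad was not tested and stays open. An exchange of labels between LT replicate 2 and HT replicate 1 is another candidate explanation. The smallest root mean square difference between HT replicate 1 and an LT fish was 0.75 on the log2 scale. This was above the 0.67 that was the largest between 2 LT fish. On average HT replicate 1 differed by 0.95 from the LT fish and by 1.10 from the other HT fish. It thus lay nearer the LT fish, as an exchange would have it. Against this, aqp1 was as low in HT replicate 1 as in the other HT fish. This fish resembled neither group closely. The split of the 10 fish that exchanges these 2 labels called 538 probes, with 5032 at an unadjusted p below 0.05 and a lowest adjusted p of 4.12e-05 from limma, against 0, 1712 and 0.374 with the labels as given. Both an exchange and fish in different states of the gonad would give this, so it does not decide between them. As an unusual fish can carry a wrong label, an exchange cannot be told apart from 2 unusual fish.

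The other 5 cases were single fish in single measures. HT replicate 5 had a lower share of probes well above background, 69.2% against 88.0% to 90.8% in HT replicates 2 to 4 (0.870 of the range). HT replicate 4 had the lowest mean correlation of HT replicates 2 to 5 (0.944) and the lowest hsp70 binding protein signal (0.843). LT replicate 3 had the lowest cyp19a1b signal of the LT group (0.835), and LT replicate 4 the lowest granulin-a signal (0.714). No technical or biological explanation was tested for these.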

How the results depend on the processing

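The alternatives to the comparison of all 10 fish, the keeping of spots marked as outliers, the counts at an unadjusted p, the gap on the first component, and the deposited table combined with all 10 fish or with array weights, and all splits of the fish, were chosen after seeing the data. The 0 called probes over 9 fish stayed at 0 under 21 of 26 alternatives, among them the slide as a block, an offset of 0, cyclic loess, the deposited log2 table, all 10 fish, trended robust variances, no reliability filter and no minimum fold change. The exceptions were the 2 percentile scalings, array weights over all 10 fish (on both sources of values) and the omission of LT replicate 2.

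With the processed signal scaled by the 75th percentile, the median of all probes was at a log2 fold change of 0.30, 2445 probes were called over 9 fish (1 over 10 fish, where 3737 had an unadjusted p below 0.05) and 29.8% of the probes were lower in the HT group. With that scaling after normexp, the median was at 0.40, 1747 probes were called (540 over 10 fish), 9109 had an unadjusted p below 0.05 (8717 over 10 fish) and 22.2% were lower. Of the called probes, 96.8% and 93.5% were higher in the HT group. Single values moved both ways, as wisp1 fell to -0.66 under the first and hsp10 to -0.65 under the second. Under the 2 scalings the mean of the heat shock set was 0.064 and -0.091, that of the cold-induced set 0.12 and 0.094 and that of the muscle markers 2.33 and 1.18, and the gut and pancreas markers were at 0.032 under the second. The heat shock set and the cold-induced set passed the camera threshold only under the second, where fry called neither, and the muscle markers lost it under both, fry calling them under both. Relative to the median of all probes, the heat shock set was at -0.24 and -0.49 and the cold-induced set at -0.18 and -0.31. The heat shock cognates 70 and 71 were at 0.39 and -0.0084 under the first and at 0.083 and -0.13 under the second, cyp19a1b at -0.086 and -0.062, and wisp1 at 0.056 under the second. The gap of HT replicate 1 on the first component was 0.564 and 0.174 of the range. The 1747 and 2445 called probes exceeded those of every other drawn split of the 9 fish (1 of 100 drawn splits as large in both cases, the real one). As these scalings were examined because they called probes, the setting with the most calls among 7 sources of values was then taken for every drawn split. The 2445 probes were again reached by 1 of 100 splits, the real one, with up to 1565 in another. Chance in the grouping of the fish can therefore be excluded for that count when the slides are disregarded and HT replicate 1 is left out. The splits that part the 2 arrays of every slide were not examined apart for it. There are only 16 of these, so their smallest share would be 1 of 16, which leaves chance open.

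Array weights, which gave HT replicate 1 a weight of 0.119 and HT replicate 3 one of 5.93, called 2029 probes over all 10 fish, with 7426 at an unadjusted p below 0.05, and put the heat shock set at 0.056 and cyp19a1b at -0.24. On the deposited table they called 2392 probes, with 6924 at an unadjusted p below 0.05, and 1882 probes were called on both. 3 of 100 splits of the 10 fish gave as many as 2029, and other splits reached up to 3227. Array weights were examined because they called probes, so this share alone leaves chance open. With the setting of the most calls among 9 taken for every split, 4 of 100 reached 2392, a share below 0.05, but 3 of the 4 were other splits, with up to 6431 called probes, and 1 of these exchanges LT replicate 2 and HT replicate 1.

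With each of the 9 fish left out, the count of called probes ranged from 0 to 710, the highest without LT replicate 2, 480 of them higher and 230 lower in the HT group, and over 10 fish from 0 to 66, again without LT replicate 2, but with 9 higher and 57 lower. 1 of 35 splits of the 8 fish without LT replicate 2 gave as many as 710, the real one. This share leaves chance open, since LT replicate 2 was singled out because its omission gave the most calls, and it lay on the side of the HT group. The ranges were 1171 to 4466 for the probes at an unadjusted p below 0.05 over 10 fish, -0.087 to 0.12 for the heat shock set, -0.54 to -0.33 for the proteasome set, 0.69 to 0.97 for the muscle markers, -0.46 to -0.18 for the gut and pancreas markers, 0 to 1 for the fish on the other group's side of the first component, and 0.777 to 0.895 for the gap of HT replicate 1. For single genes they were -0.24 to 0.15 for cyp19a1b, -0.26 to 0.0053 for hsp70 binding protein, -0.19 to 0.36 for heat shock cognate 71 and -0.13 to 0.21 for HMG-CoA reductase.

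Over all 10 fish in place of 9, 1712 probes had an unadjusted p below 0.05 (1400 with the deposited table), 48.2% were lower in the HT group, the heat shock set was at 0.030, the proteasome set at -0.15, the gut and pancreas markers at -0.42, cyp19a1b at -0.21 and hsp70 binding protein at 0.079, and 4 fish lay on the other group's side of the first component. With the slide as a block over 10 fish, 1822 probes had an unadjusted p below 0.05 and 0 were called. With the slide as a block over 9 fish, 3190 probes had an unadjusted p below 0.05, 0 were called, and the gut and pancreas markers were at -0.40 and passed the camera threshold, but not that of fry. Over these 9 fish the block leaves LT replicate 1 without a partner, so its log2 fold changes equal those without that fish. It changed no other call by limma or camera, but by fry the proteasome set (0.144) and the muscle markers (0.0920) were no longer past the threshold. Over 10 fish the block brought the muscle markers past that of fry (0.00670 against 0.0540). By fry the proteasome set also lost its threshold under both percentile scalings, over all 10 fish, and without LT replicate 1, 2, 4 or 5 or HT replicate 4 or 5, and the muscle markers over all 10 fish and without LT replicate 1 or 5. By camera the muscle markers lost it without LT replicate 5, the proteasome set without HT replicate 4, and the gut and pancreas markers passed it over all 10 fish, with and without the block, and without LT replicate 3 or 4 or HT replicate 2, but passed that of fry under none of the alternatives. The cold-induced set passed the threshold of fry only without LT replicate 3, at a mean of -0.17 (exact permutation tests were not run there; fry, p = 0.0366; camera, p = 0.137).

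The share of lower probes was 52.7% with cyclic loess and 51.3% with the deposited table. Cyclic loess put cyp19a1b at -0.0060 and heat shock cognate 71 at -0.014. With reliable probes only, 6 heat shock sequences were left, at 0.013. With the deposited table, 2 muscle markers were left, at 1.11, past the threshold of fry and not of camera. The rank correlation with Table S8 as printed, which was near 0 over 9 fish, was 0.0095 with an offset of 0, 0.11 and 0.13 under the percentile scalings, 0.0016 with cyclic loess, 0.0066 with reliable probes only, 0.022 with the slide as a block, -0.044 to 0.043 with a fish left out, and 0.21 over all 10 fish (0.20 with the deposited table). With the column moved by 1 row it stayed positive, from 0.16 to 0.34. The cause of these changes was not tested. Signal over background limited few probes, as 98.8% were reliable in all 9 fish.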

Differences from the paper's values

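The paper reports 27 differentially expressed genes, 18 higher and 9 lower in the HT group, and here 0 probes were called, 0 higher and 0 lower. No alternative set before the data were examined gave a count within 1.5 times the paper's. The settings that called probes were the processed signal scaled by its 75th percentile (2445), 75th percentile scaling after normexp (1747), array weights over all 10 fish (2029) and the omission of LT replicate 2 (710), and array weights on the deposited table, chosen after seeing the values, called 2392. wisp1, which the paper calls, was called here by 2 of its 3 probes (CUST_13924 and CUST_13926) with array weights over all 10 fish and without LT replicate 2. Chosen after seeing the values, array weights on the deposited table called all 3 of its probes, and the omission of LT replicate 2 from all 10 fish called 1 (CUST_13926). A carbonic anhydrase that the paper calls, with a fold change of -3.173 in Table S3, was compared with the carbonic anhydrase sequence of Table S8, which is not known to be the same. Here its brightest probe had a fold change of -7.56, within the residual SD of the paper's, and was not called. With array weights over all 10 fish, 1 of its 4 probes (CUST_17663) was called, and array weights on the deposited table, chosen after seeing the values, called 3. The lowest adjusted p in the paper's Table S3 is 0.0205, and here it was 0.0724. It was 0.0142 with the processed signal scaled by its 75th percentile, within 1.5 times the paper's, and differed by more under every other alternative set before the data were examined.

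In Table S2 the paper gives 3164 probes higher in the HT group and 14753 lower, and here 12198 were higher and 12002 lower, over 24200 probes against the paper's 17917. No alternative brought the higher probes within 1.5 times the paper's number.

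Below, a value counts as within the residual SD of the paper's only if it also has the paper's sign. For wisp1, the paper's fold change in Table S3 is -1.684 and the value here -1.32. An offset of 0, the processed signal scaled by its 75th percentile, the deposited table, the slide as a block over 9 fish and the omission of HT replicate 4 gave values within the residual SD of the paper's, and the other alternatives did not. The deposited table with all 10 fish (-1.39) or with array weights (-1.43), both chosen after seeing the values, came within it too, as did the other 2 probes of the sequence over 9 fish, also chosen after seeing the values, at -1.56 (CUST_13924) and -1.61 (CUST_13926). On the deposited table with all 10 fish, again chosen after seeing the values, CUST_13926 had -1.68, beside the paper's -1.684, and CUST_13925 had the -1.39 that the paper gives for wisp1 in Table S6. For hsp10 the paper gives -1.15 in Table S7 and the value here was -1.38, and all 10 fish, with or without the block, and the processed signal scaled by its 75th percentile came within the SD. For hsp70 binding protein the paper gives 1.05 and the value here was -1.13. They differed in sign, but by less than the residual SD. All 10 fish, with or without the block, and the omission of HT replicate 4 gave the paper's sign within the SD. For hsp90 beta the paper gives 1.63 and the value here was 1.07, with no alternative set before the data were examined within the SD. Another probe of the sequence (CUST_18042), chosen after seeing the values, had 1.63 over 9 fish and 1.62 over all 10 fish, while the third (CUST_18041) had 1.01. Another probe of hsp10 (CUST_6345), also chosen after seeing the values, came within the SD at -1.28 over 9 fish. The 3 probes of hsp70 binding protein had the opposite sign to the paper's over 9 fish (-1.13, -1.04 and -1.15). Sign aside, each lay within its residual SD of the paper's value. The deposited table with all 10 fish, chosen after seeing the values, came within the SD for hsp10 (-1.16) and hsp70 binding protein (1.06).

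For the probes of Table S8, the paper's fold change of hsp47 is -1.1294 and that here 1.68. That of elongation factor 1 alpha is 1.1757 and here -2.16, and that of the proteasome alpha subunit is 1.0707 and here -1.36. The signs are opposite, and no alternative gave the paper's sign within the SD. Sign aside, the brightest hsp47 probe over all 10 fish (1.27) lay within each group's log2 SD (0.67 and 0.92) of the paper's value. So did that of the proteasome alpha subunit (-1.16, SDs 0.32 and 0.69). The proteasome beta subunit has 1.1885 in the paper and -1.19 here, and only 75th percentile scaling after normexp gave the paper's sign within the SD. HMG-CoA reductase has 1.2728 in the paper and -1.01 here for the tabled probe. Both percentile scalings, the slide as a block, all 10 fish with or without the block or with array weights, and the omission of LT replicate 1 or 3 or of HT replicate 2 or 4 gave a positive value within the SD, as did the deposited table with all 10 fish or array weights, both chosen after seeing the values, and the others did not. With the deposited table and all 10 fish, and with the paper's column read up to 5 rows away, both chosen after seeing the values, 3 of these values were found within 0.01 on the log2 scale. Elongation factor 1 alpha was at -2.18 and the row above gives -2.1761, hsp47 was at 1.27 and the row above gives 1.2728, and the proteasome beta subunit was at -1.08 and the row below gives -1.0839. Those of the proteasome alpha subunit (-1.10) and HMG-CoA reductase (1.03) were not found within 5 rows.

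The paper states that heat shock proteins were lower in the HT group, and here 4 of the 7 sequences were lower over 9 fish and 3 of the 7 over all 10 fish. It states that HMG-CoA reductase was lower, and here the log2 fold change of its brightest probe was 0.055. It states that translation elongation factors and proteasomes were high with heat, and here elongation factor 1 alpha was at -1.25 and the 3 proteasome subunits between -0.52 and -0.34 over 9 fish.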

Other observations

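All tests in this part were chosen after the result was seen, except the camera and fry tests of the sets of genes, which were fixed before the data were examined.

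The number of probes with an unadjusted p below 0.05 over 9 fish, 4466, was reached by 2 of 100 drawn splits of the same fish into 5 and 4, the real one included. Chance in the grouping of these 9 fish can be excluded for this count only when the slides are disregarded. HT replicate 1 had been left out by its position among these arrays, before this comparison, and the splits take that omission as given. Over all 10 fish, 18 of 100 drawn splits into 5 and 5 reached the 1712 probes, so chance cannot be excluded there. Among the 16 splits that part the 2 arrays of every slide, as the real split does, only 1, the real one, reached the count, over both 9 fish and 10 fish (1 of 16 in each case, which is the smallest share they can give and leaves chance open). The other 15 exchange the LT and HT fish of 1 or more slides. The count of 0 called probes could not be tested in this way, since all 100 splits give at least 0 over 9 fish and over 10 fish whatever the data. Up to 905 and 538 probes were called under another split. Both of these splits put LT replicate 2 with HT replicates 2 to 5, against the other LT fish and, over 10 fish, HT replicate 1. The first of them is also the other split that reached 4466, with 4620 probes. The share of probes lower in the HT group was as far from 50% in 83 of 100 splits over 9 fish and in 56 of 100 over 10 fish.

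By the camera p, chance in the grouping could be excluded for none of the gene sets, while the exact permutation test of the mean per fish was below 0.05 for the muscle markers over 9 fish (p = 0.0317) and for the cold-induced set over all 10 fish (p = 0.0238). A camera p as low was given by 68 of 100 splits for the heat shock set, 11 for the proteasome set, 22 for the cold-induced set, 11 for the muscle markers and 41 for the gut and pancreas markers over 9 fish. Over all 10 fish the numbers were 89, 64, 9, 7 and 14 of 100 in the same order.

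Marker sequences of tissues that lie beside the gonad were tested for carry-over at dissection. The 3 muscle sequences were higher in the HT group over 9 fish, with a mean log2 fold change of 0.78 (camera, p = 0.0145; fry, p = 0.0164; exact permutation test of the mean per fish, p = 0.0317), and the camera p was 0.0585 after adjustment over 5 sets. With the slide as a block the mean was 0.71 (camera, p = 0.0332; fry, p = 0.0920; no exact permutation test was run with the block), without LT replicate 5 it was 0.69 and no longer past the threshold of camera or fry, and over all 10 fish it was 0.63 (camera, p = 0.0108; fry, p = 0.0540; exact permutation test of the mean per fish, p = 0.0635). The 3 gut and pancreas sequences were lower, with a mean of -0.35 (camera, p = 0.0892 and 0.0315 with the slide as a block; fry, p = 0.193 with and without it; exact permutation test of the mean per fish without the block, p = 0.262). Over all 10 fish their mean was -0.42 (camera, p = 0.00665; fry, p = 0.103; exact permutation test of the mean per fish, p = 0.143), so only camera, with its preset correlation, was below 0.05. The largest change of the 3 muscle sequences was that of slow myosin heavy chain 3 (CUST_20632), with a log2 fold change of 1.96 (standard error 0.38, adjusted p = 0.109 from limma, and 0.000510 to 0.621 under 22 alternatives, the lowest without LT replicate 2, where the log2 fold change was 2.33), while skeletal muscle myosin heavy chain (CUST_12705) was at 0.32 (standard error 0.098, adjusted p = 0.175 from limma) and myosin heavy chain (CUST_21289) at 0.076. The set was not tested without the first. The signal of slow myosin heavy chain 3 was 8.58 in LT replicate 2 and 8.72 to 9.31 in HT replicates 2 to 5, against 6.52 to 6.86 in the other LT fish and 7.10 in HT replicate 1, so that the 5 highest fish were those of amh and dmrt1. How many of these 6 sequences the sea bass gonad itself expresses was not tested.

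The carbonic anhydrase sequence of Table S8 had 4 probes, all lower in the HT group over 9 fish, with log2 fold changes between -3.15 and -2.83. The brightest (CUST_17664) had 10.8 ± 2.00 (SD, n = 5) in the LT group and 7.90 ± 1.48 (SD, n = 4) in the HT group without replicate 1, a log2 fold change of -2.92 (standard error 1.05, adjusted p = 0.207 from limma; two-sided exact permutation test, p = 0.0397). HT replicate 1 had the highest signal of the 10 fish, 15.5, and with it the log2 fold change was -1.39 (adjusted p = 0.951 from limma; exact permutation test, p = 0.460). Over all settings run, the adjusted p of the 4 probes from limma ranged from 0.0340 to 1.00. No technical or biological explanation was tested.

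The fold changes printed in Table S8 were compared with those of its probes. With the deposited log2 table and all 10 fish, a probe's fold change was found, within 0.01 on the log2 scale, in its own row for 35 of the 176 probes and 1 to 5 rows away for 124, of which 62 were 1 row above and 38 were 1 row below. The total of 159 compares with a mean of 45.1 and a highest number of 62 when the tabled column was shuffled 1000 times. This is consistent with a fold change column that is displaced from the probe column over parts of the table. With the 9 fish without HT replicate 1, 47 probes were found within 5 rows, a number that shuffled columns also reached (mean 34.9, highest 53). This suggests that the fold changes of Table S8 are over all 10 fish, although the text of the paper leaves 1 HT fish out. The adjusted p-values of the table did follow its probes, with a Spearman correlation of 0.970 with the unadjusted p over 10 fish and 0.441 over 9 fish. The displacement bears on the directions read from that table, since only 49.4% of its fold changes had the sign found over 9 fish for the same probe, and 57.4% that of the deposited table over 10 fish. Over 9 fish, 102 of the 176 probes were lower in the HT group.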
